# The Molecular Basis of Kale Domestication: Transcriptional Profiling of Developing Leaves Provides New Insights Into the Evolution of a *Brassica oleracea* Vegetative Morphotype

**DOI:** 10.3389/fpls.2021.637115

**Published:** 2021-03-05

**Authors:** Tatiana Arias, Chad E. Niederhuth, Paula McSteen, J. Chris Pires

**Keywords:** *Brassica oleracea*, domestication, kale, mustards, plant development, RNA-seq, transcriptomics

## Abstract

Morphotypes of *Brassica oleracea* are the result of a dynamic interaction between genes that regulate the transition between vegetative and reproductive stages and those that regulate leaf morphology and plant architecture. In kales, ornate leaves, extended vegetative phase, and nutritional quality are some of the characters potentially selected by humans during domestication. We used a combination of developmental studies and transcriptomics to understand the vegetative domestication syndrome of kale. To identify candidate genes that are responsible for the evolution of domestic kale, we searched for transcriptome-wide differences among three vegetative *B. oleracea* morphotypes. RNA-seq experiments were used to understand the global pattern of expressed genes during a mixture of stages at one time in kale, cabbage, and the rapid cycling kale line TO1000. We identified gene expression patterns that differ among morphotypes and estimate the contribution of morphotype-specific gene expression that sets kale apart (3958 differentially expressed genes). Differentially expressed genes that regulate the vegetative to reproductive transition were abundant in all morphotypes. Genes involved in leaf morphology, plant architecture, defense, and nutrition were differentially expressed in kale. This allowed us to identify a set of candidate genes we suggest may be important in the kale domestication syndrome. Understanding candidate genes responsible for kale domestication is of importance to ultimately improve Cole crop production.

## Introduction

Domestication is the process of selection used by humans to adapt wild plants to cultivation. During this process, a set of recurrent characters is acquired across a wide diversity of crops (known as the “domestication syndrome”) (Hammer, 1984; Doebley, 1992). Recurrent traits observed in domesticated plants include loss of seed shattering, changes in seed size, loss of photoperiod sensitivity, and changes in plant physiology and architecture (Doebley, 1992; Harlan, 1992; Allaby, 2014). Here, we explore the molecular basis behind the poorly defined vegetative domestication syndrome of kale, a *Brassica oleracea* morphotype, the leaves of which are consumed by humans and are also used as fodder. The domestication syndrome of kale includes apical dominance, ornate leaf patterns, the capacity to delay flower formation and maintain a vegetative state producing a higher yield of the edible portion, nutritional value of leaves, and the ability to defend against herbivores that also give the leaves a unique pungent taste.

The Cole crops (*B. oleracea*) are perennial plants native to Europe and the Mediterranean and include a range of domesticated and wild varieties (Snogerup, 1980; Tsunoda, 1980; Purugganan et al., 2000; Allender et al., 2007; Maggioni et al., 2010). Each crop type is distinguished by domestication traits not commonly found among the wild populations (Maggioni et al., 2010). They include dwarf plants with a main stem that has highly compressed internodes (cabbages), plants with an elongated main stem in which the lateral branches are highly compressed due to very short internodes (Brussels sprouts), plants with proliferation of floral meristems (broccoli) or proliferation of aborted floral meristems (cauliflower), and plants with swollen stems (kohlrabi, Marrow-stem kale) or ornate leaf patterns (kales) (Hodgkin, 1995; Lan and Paterson, 2000). It is not so easy to define which domestication traits are common to all of the above-mentioned types, as opposed to the wild species. At early stages in domestication, plants may have been selected for less bitter tasting, less fibrous, thicker stems, and more succulent storage organs (Maggioni et al., 2010).

The *B. oleracea* genome is derived from an ancient whole-genome triplication event and research has provided evidence that polyploidy and genetic redundancy contribute significantly to the phenotypic variation observed among these crops (Lukens et al., 2004; Paterson, 2005). The genetic basis underlying the phenotypic diversity present in Cole crops has been addressed for only some morphotypes. For example, the cauliflower phenotype of *Arabidopsis* is comparable to inflorescence development in the cauliflower *B. oleracea* morphotype, and it has been shown that the gene *CAULIFLOWER* is responsible for the phenotype observed in both species (Kempin et al., 1995; Carr and Irish, 1997; Purugganan et al., 2000; Smith and King, 2000). However, quantitative trait locus (QTL) mapping for the curd of cauliflower indicates that 86 QTLs are controlling eight curd-related traits, demonstrating this phenotype is under complex genetic control (Lan and Paterson, 2000). Other studies have found and confirmed *BoAP-a1* to be involved in curd formation in cauliflower (Anthony et al., 1995; Carr and Irish, 1997; Gao et al., 2007) and have shown that morphologies in this cultivar are under complex genetic control (Sebastian et al., 2002). The molecular bases of broccoli have also been proposed as involving changes in three codons in the *BoCAL* and *BoAP* genes (Carr and Irish, 1997; Lowman and Purugganan, 1999). A total of five QTLs have been detected for leaf traits in Brussel sprouts, but no significant QTLs have been found for axillary buds (Sebastian et al., 2002). Head formation in cabbage has been suggested as additively inherited (Tanaka et al., 2009). In kale, a recent study suggest that the lobed-leaf trait is quantitatively inherited (Ren et al., 2019).

Definitions of domestication syndrome in kale include traits affecting cultivation, harvesting, and cooking—and its uses—including food, medicines, toxins, and fibers (Denham et al., 2020). Leafy kales are considered the earliest cultivated brassicas, originally used for both livestock feed and human consumption (Maggioni et al., 2010) due to leaves and floral buds with great nutritional value (Velasco et al., 2011). Apical dominance is manifest in kale varieties, involving selection for erect plants with fewer side branches, and more compact plants, which allows more plants to fit into each unit of cultivated soil (Denham et al., 2020).

In kale, leaves are green to purple and do not form a compact head like in cabbage. Crop varieties have surprising variation in leaf size, leaf type, and margin curliness. The over expression phenotype of *knotted1-like homeobox* (*knox*) transcription factors in *Arabidopsis* (Hay and Tsiantis, 2006, 2009; Blein et al., 2008; Kimura et al., 2008) is very reminiscent of the highly lobed margins phenotype of kale, while in other Brassicaceae, a different homeodomain protein is involved in evolutionary changes in leaf complexity at a later stage in leaf development (Vlad et al., 2014). Kale leaf margin characteristics including curliness, blade texture, and tissue overgrowth are some of the more variable morphological characters among varieties but remain to be studied at the molecular level.

Kale leaves also have antioxidative properties and have been shown to reduce cholesterol levels (Velasco et al., 2007; Soengas et al., 2012). Their high content of beta-carotene, vitamin K, vitamin C, and calcium make it one of the most nutritious vegetables available for human consumption (Stewarta and McDougalla, 2012). Kale is a source of two carotenoids: lutein and zeaxanthin (Velasco et al., 2007). Kale leaves also have mustard oils produced from glucosinolates including sulforaphane, a compound suggested to have anticancer properties (Velasco et al., 2007). These natural chemicals most likely contribute to plant defense against pests and diseases and impart a pungent flavor property characteristic of all cruciferous vegetables (Sønderby et al., 2010; Carmona et al., 2011; Hahn et al., 2016).

Here, we used a combination of developmental studies and transcriptomes to understand the vegetative domestication syndrome of kale. Comparisons of kale morphotypes with the “rapid-cycling” morphotype TO1000 and cabbage allow us to identify transcriptome-wide differences that set kale apart. RNA-seq of a mixture of leaf stages for the *B. oleracea* vegetative morphotypes cabbage, kale, and TO1000 reveal gene expression patterns unique to kale and associated developmental and metabolic processes. This allowed us to identify a set of candidate genes we suggest may be important in the kale domestication syndrome.

## Materials and Methods

### Plant Material Used for Microscopy Studies

Leaf shape development was recorded for different kale varieties: red winter kale with lobed leaf margins (*B. oleraceae* var. *Red Winter*) and Lacinato Nero Toscana kale (*B. oleracea* var. *palmifolia*) with crenulate leaf margins (Figures 1A,B). Structural features of the meristems and developing leaves were observed during 30 days using environmental scanning electron microscopy (ESEM) and light microscopy (Leica, Frankfurt, Germany). Images were processed with Adobe (San Jose, California, United States) Photoshop, version 7.0. Plants were visually observed and described in the green house until fully grown.

**FIGURE 1:**
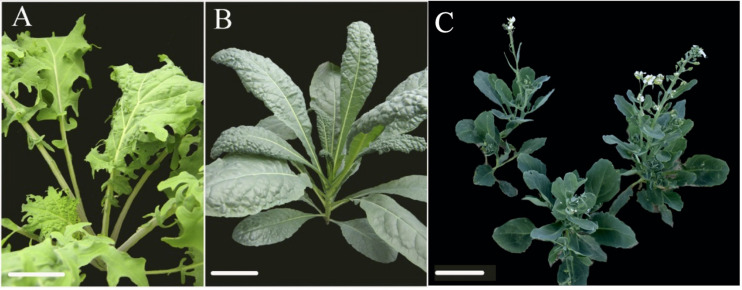
Comparison of mature leaf morphologies within kale varieties and TO1000 used for the developmental studies; red winter kale (*Brassica oleraceae* var. acephala *Red Winter*) was also used in transcriptomics experiments. **(A)** Red winter kale with lobed leaf margins, **(B)** Lacinato Nero Toscana kale (*Brassica oleracea* var. *palmifolia*) with crenulate leaf margins, **(C)** TO1000 (*B. oleracea* var. *alboglabra*) picture provided by Zachary Stansell. Scale bar = 10 cm.

### Plant Material and Experimental Design Used for RNA-Seq Studies

Single accessions of cabbage PI 303629 South Africa (*B. oleracea* var. *capitata*), kale (*B. oleraceae* var. acephala *Red Winter* SI), and the rapid cycling doubled haploid kale-like type HRI TO1000 DH3 (*B. oleracea* var. *alboglabra* from Warwick) (Supplementary Figure 1; Parkin et al., 2014) were grown in an environmental chamber under uniform conditions: 10 h day (light, 7 AM–5 PM; dark, 5:01 PM–6:59 AM daily) and watered every other day. Morphotypes were planted in a completely randomized block design. Initially, two seeds per pot were planted; then, only one was picked (32 plants per morphotype total). A random number generator was used to move plants and flats around every other day.

Tissues were collected 24 days after seeds were planted (cabbage had 2–3 fully expanded leaves, kale had 3–4 fully expanded leaves, and TO1000 had 3–5 fully expanded leaves). The upper portion of the stems, including immature leaves, and apical and lateral meristems were flash frozen in liquid nitrogen. The assumption was made that genes involved in developing different morphologies should be expressed in younger leaves, shoots, and meristems. Three biological replicates per morphotype were collected, each replicate consisting of pooled tissue from eight plants.

### RNA Extraction and cDNA Synthesis

Lysis and homogenization of fresh soft tissue were performed before RNA extraction; PureLink Micro-to-Midi Total RNA Purification System (Invitrogen, Cat. No 12183-018, Carlsbad, California, United States) was used. RNA extraction was done using the Purelink RNA Mini Kit (Ambion, Cat. No. 12183-018A, Carlsbad, California, United States). DNase was not used before proceeding with complementary DNA (cDNA) synthesis as recommended in the protocol. For cDNA synthesis, MINT (Evrogen, Cat. No SK001, Moscow, Russia) was used; this kit enzymes synthesize full-length-enriched double-stranded cDNA from a total polyA^+^ RNA. The cDNA was then amplified by 16–21 cycles of polymerase chain reaction and purified using a PCR Purification Kit (Invitrogen K3100-01 Carlsbad, California, United States).

### Library Construction and Illumina Sequencing

Protocols previously published by Steele et al. (2012) were implemented here. End repair was performed on 400 μl with 3 μg of normalized ds-cDNA prior to ligating barcoding adapters for multiplexing, using NEB Prep kit E600L (New England Biolabs, Ipswich, Massachusetts, United States). Shearing was done using a Bioruptor^®^ sonication device (Diagenode, Denville New Jersey, United States), at 4°C, continuously for 15 min total (7 mix) on high. Three replicates per morphotype were tagged with different adaptors and sequenced on a single lane of an Illumina GAIIx machine.

Oligonucleotides used as adapters were cabbage (1, ACGT; 2, GCTT; 3, TGCT), kale (1, TACT; 2, ATGT; 3, GTAT), and TO1000 (1, CTGT; 2, AGCT; 3, TCAT). To prepare adapters, equal volumes were combined of each adapter at 100 μmol/L floating them in a beaker of boiling water for 30 min and snap cooling them on ice. Ligation products were run on a 2% low-melt agarose gel and size selected for ∼300 bp using an x-tracta Disposable Gel Extraction Tool (Scientific, Ocala Florida, United States). Fragments were enriched using PCR in 50 μl volumes containing 3 μl of ligation product, 20 μl of ddH_2_O, 25 μl master mix (from NEB kit), and 1 μl each of a 25 μmol/L solution of each forward and reverse primer [forward 5’-AAT GAT ACG GCG ACC ACC GAG ATC TAC ACT CTT TCC CTA CAC GAC GCT CTT CCG ATC^∗^ T-3’; reverse 5’-CAA GCA GAA GAC GGC ATA CGA GAT CGG TCT CGG CAT TCC TGC TGA ACC GCT CTT CCG ATC^∗^-3’; both high-performance liquid chromatography (HPLC) purified]. Thermal cycle routine was as follows: 98°C for 30 s, followed by 15 cycles of 98°C for 10 s, 65°C for 30 s, and 72°C for 30 s, with a final extension step of 72°C for 5 min. Products were run on a 2% low-melt agarose gel, and the target product was excised and purified with the tools described above. DNA was purified at each step during the end repair, adapter ligation, size selection, and fragment enrichment with either a Gel Extraction kit (Qiagen, Germantown Maryland, United States) or a DNA QIAquick PCR Purification kit (Qiagen, Germantown Maryland, United States). The three replicates per morphotype were run on one-third of a lane with single-end 98-bp reads on an Illumina GAIIx Genome Analyzer using the Illumina Cluster Generation Kit v2-GA II, Cycle Sequencing Kit v3 (Illumina, San Diego, United States), and image analysis using Illumina RTA 1.4.15.0 (Illumina, San Diego, United States) at University of Missouri DNA Core.

### Data Quality Control and Preprocessing, Alignment, and Differential Expression Analysis

Reads were first trimmed for primer and adapter sequences using Cutadapt v2.4 (Martin et al., 2010) and read quality assessed using FastQC (Andrews, 2010). These were then aligned against the *B. oleracea* TO1000 genome (Parkin et al., 2014) downloaded from EnsemblPlants 44 (Kersey et al., 2018) with two passes of STAR v2.7.1a (Dobin et al., 2013). In the first pass, reads for each sample were aligned for splice-junction discovery, in addition to those junctions provided in the TO1000 annotations. Splice junctions from all samples were combined and provided for a second alignment, after which read counts were calculated for each gene using STAR. Mapping statistics are provided in Supplementary Table 1. Raw sequencing data and unnormalized read counts are publicly available through the Gene Expression Omnibus accession GSE149483.

Read counts were imported into R v3.6.3 (R Core Development Team, 2008), and differential expression was determined using DESeq2 v1.26.0 (Love et al., 2014). Specifically, read counts were normalized, with the TO1000 samples as reference, and fitted to a parametric model. We looked for differentially expressed genes (DEGs) for each pairwise comparison (kale vs. TO1000, kale vs. cabbage, and cabbage vs. TO1000). Comparisons were done to ultimately separate unique kale-morphotype DEGs. Since each pairwise comparison increases the potential number of false positives, these were combined into a single table, and the false discovery rate (FDR) (Benjamini and Hochberg, 1995) was adjusted for the entire table. Genes with an FDR < 0.05 and log-fold change > 1 or < −1 were considered as DEGs. Plots were made using the R packages ggplot2 (Wickham, 2009), pheatmap (Kolde, 2019), and VennDiagram (Chen, 2018). Transcription-associated proteins (TAPs) were identified using the approach described for the construction of PlnTFDB v3.0^1^ (Riaño-Pachón et al., 2007; Pérez-Rodríguez et al., 2010). Scripts for bioinformatic analysis and original figure pdfs and tables are available on GitHub^2^.

### Subgenome Analysis

Assignment of each gene to their respective subgenome were obtained from Parkin et al. (2014). Genes assigned to a subgenome were previously determined by synteny to *Arabidopsis thaliana*. Unassigned genes were considered non-syntenic. Enrichment of DEGs for syntenic vs. non-syntenic and for each subgenome was determined using a Fisher’s exact test (Fisher, 1934) and considered significant with an FDR-corrected *p* < 0.05.

### Gene Annotation, GO, and KEGG Analysis

Gene Ontology (GO) terms (Ashburner et al., 2000) are not currently available for the TO1000 assembly. In order to annotate TO1000 gene models with GO terms, TO1000 protein sequences were Blasted (blastp) against protein sequences from UniProtKB Swiss-Prot (release 2019_05) (UniProt Consortium, 2018) using Diamond (Buchfink et al., 2014), with an *e*-value cutoff of 1e^–5^ and a maximum of one hit per query. UniProt IDs were then used to extract GO terms and mapped to the corresponding TO1000 gene model. In total, 35,422 genes (out of 59,225 total, ∼59.8%) had a GO term assigned. GO term enrichment was performed using topGO v 2.38.1 (Alexa and Rahnenfuhrer, 2019) and GO.db v3.10.0 (Carlson, 2019) with the parent–child algorithm (Grossmann et al., 2007) and Fisher’s exact test. A minimum node size of 5 was required, i.e., each GO term required a minimum of five genes mapping to it in order to be considered. *p*-values were adjusted for FDR and considered significant with an adjusted *p* < 0.05.

KEGG annotations are available for TO1000 (see^3^), but the National Center for Biotechnology Information (NCBI) GeneID was used rather than the gene name in the Ensembl annotations. To address this, a reciprocal Blast (blastp) was performed using Diamond with protein sequences from the Ensemble TO1000 genome and translated coding sequences from NCBI TO1000 genome (accession GCA_000695525.1). NCBI GeneIDs were then assigned to the TO1000 Ensemble genome annotations based on the reciprocal best blast hit. Enrichment of KEGG pathways was then performed in R using clusterProfiler v3.18.0 (Yu et al., 2012), and pathways were considered enriched with an FDR-adjusted *p* < 0.05. Scripts, GO terms, and NCBI GeneID assignments for each gene are available on GitHub (see text footnote 2).

## Results

### Kale Leaf Development

Developmental transitions and morphological changes were observed in two kale varieties: red winter kale with lobed leaf margins (*B. oleraceae* var. *Red Winter*) and Lacinato Nero Toscana kale (*B. oleracea* var. *palmifolia*) with crenulate leaf margins and the rapid cycling TO1000 DH3 (*B. oleracea* var. *alboglabra* from Warwick) for 22 days (Figures 1, 2). Leaf development encompasses three continuous and overlapping phases. During leaf initiation, the leaf primordium emerges from the flanks of the shoot apical meristem (SAM) at positions determined by specific phyllotactic patterns (Figures 2M,N). In the second phase, the leaf expands laterally, and primary morphogenesis events occur from specific meristematic regions at the leaf margin (blastozones) (Figures 2A–F). In the third phase of secondary morphogenesis, extensive cell expansion and histogenesis occurs (Figures 2G–L,Q,R). A week after planting, all morphotypes had germinated; at first, only the cotyledons were observed. Lobed-kale grew faster than non-lobed kale and TO1000. Using environmental scanning electron microscopy (ESEM), tiny true leaves with lobed margins and abundant trichomes were observed for lobed-kale at 5 days (Figure 2N), while non-lobed kale and TO1000 had not developed lobes or leaves at this point (Figures 2M,O). In 8 day-old lobed kale, the first immature leaves were seen emerging from between the cotyledons and were covered by trichomes (Figure 2B). Ten days after germination, lobed-kale seedlings had abundant trichomes and highly lobed leaf margins; leaf shape was elliptic to obovate and leaves had red venation and red petioles (Figure 2E). In comparison to the kale varieties, TO1000 seedlings had taller hypocotyls and erect stems. Leaf shape was oblanceolate, and leaf margins were sinuate (Figure 2D). Leaf margins in the Lacinato Nero Toscana kale were more sinuate in comparison to TO1000 at this stage (Figure 2F). Twelve day-old lobed-kale produce ectopic meristems in the leaf margins and more sporadically in the leaf blade of mature leaves; microscopic scales surrounded these ectopic meristems (Figure 2Q). Ectopic meristems located at the tip of each lobe had a vascular bundle inserted to them and were always subtended by a trichome. Nineteen-day-old lobed kale and TO1000 had four leaves, the fourth one small; while non-lobed kale has three leaves and the third one small. Lobed-kale leaves at 20–22 day-old develop more lobes and less trichomes with time. TO1000 leaves were thinner with non-lobed margins. In summary, we observed that kale margins were more lobed than TO1000 (Figure 2).

**FIGURE 2:**
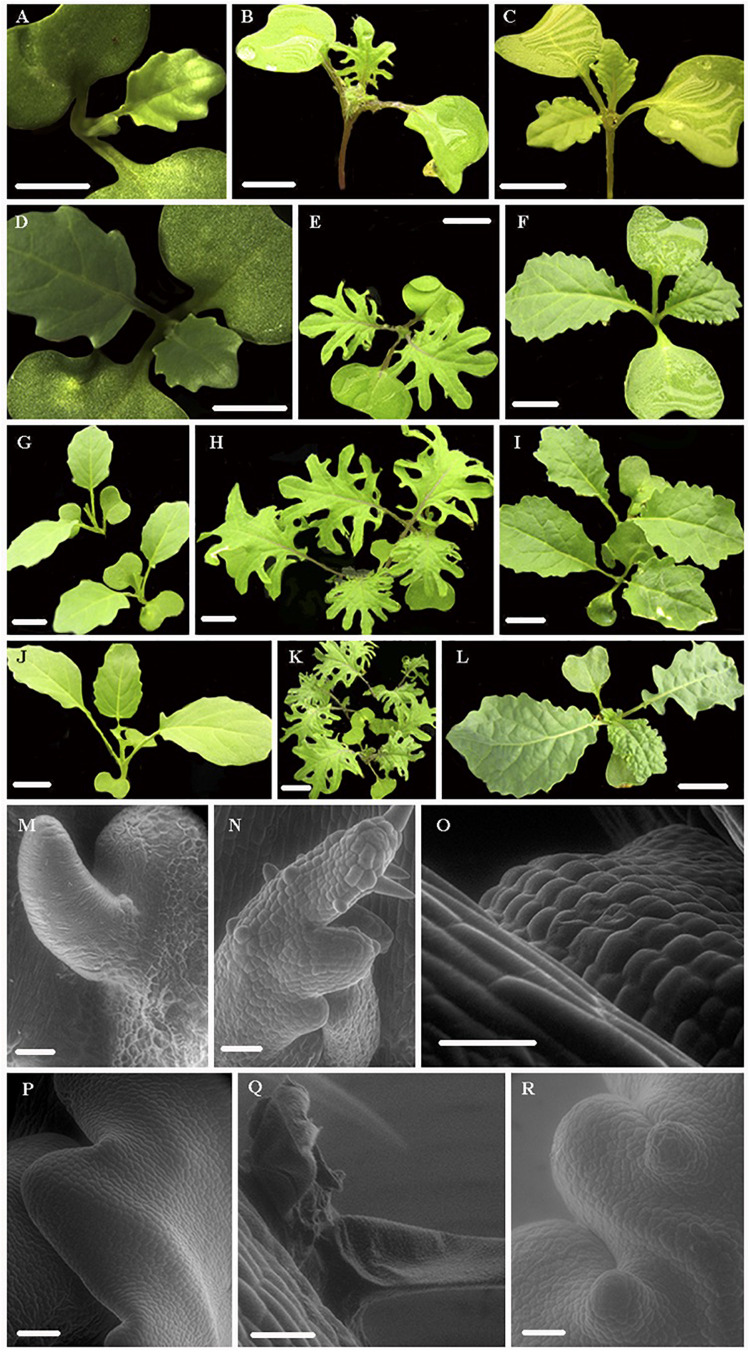
Leaf shape development in two Kale varieties, red winter kale (*Brassica oleraceae* var. *acephala*) and Lacinato Nero Toscana kale (*B. oleracea* var. *palmifolia*) and TO1000 (*B. oleracea* var. *alboglabra*). **(A–L)** Progressive development of the different kale varieties and the rapid cycling TO1000 control (stereoscope and regular pics). Scale bar = 1 cm. **(M–R)** Scanning electron microscopy (SEM) of apical meristem, primordial leaves, and details of lobes in different kale varieties and TO1000 control, scale bar = 5 μm. **(A,D,G,J)** Leaf development series for TO1000. **(B,E,H,K)** Leaf development series for kale with lobed leaf margins (red winter kale). **(C,F,I,L)** Leaf development series for Lacinato Nero Toscana kale with non-lobed leaf margins. **(M,P)** SEM of TO1000 leaf primordia and margin formation detail. **(N)** SEM of red winter kale leaf primordia. **(O)** SEM of Lacinato Nero Toscana kale leaf primordia. **(Q)** SEM of ectopic growth of leaf blade in mature leaves of red winter kale subtended by a trichome. **(R)** Margin formation detail in non-lobed kale (Lacinato Nero Toscana kale).

### RNA-Seq and Differential Gene Expression

To identify genes that might be associated with domestication traits including leaf development in lobed kale, RNA-seq was used to assess transcriptional differences between lobed kale, cabbage, and TO1000. Three biological replicates each were sequenced; however, one of the cabbage replicates was not used for assembly because very few reads of low quality were obtained after sequencing. 

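RNA was taken from the upper portion of the stem, with immature leaves and apical and lateral meristems, 24 days after planting, and each library pooled 8 plants. The counts used here cover 8 libraries, 3 of lobed kale (Red Winter in the paper), 2 of cabbage and 3 of TO1000, a rapid cycling doubled haploid line whose genome is also the mapping reference. The authors amplified the cDNA by PCR, tagged each library with its own adapter and sequenced single-end reads on a Genome Analyzer IIx. They trimmed the reads, mapped them with STAR to the TO1000 genome and deposited the number of reads that STAR counted on each gene, without normalization. Counts on genes totalled 3016197 and 5726708 in cabbage replicates 1 and 2. They totalled 7539991, 6450221 and 4742169 in kale replicates 1 to 3 and 5310933, 6863962 and 6349316 in TO1000 replicates 1 to 3. These totals are reads counted on genes, a smaller number than the trimmed reads by which the paper gives the depth, and all values here rest on them. No 2 libraries differed by as little as sampling noise (smallest chi-square per gene 6.48, TO1000 replicates 2 and 3), so each library was taken as a replicate of its own. Of 60586 annotated features, 6586 had 0 counts in every library, and 28126 passed edgeR's filterByExpr (minimum count 10, minimum total 15). Counts were scaled by the TMM method and fitted in one quasi-likelihood model of all 8 libraries, so that cabbage, with 2 libraries, shares the estimate of the spread with the other morphotypes. The biological coefficient of variation was 0.188. The 84378 tests of the 3 pairwise comparisons were adjusted together by the Benjamini-Hochberg method, and a gene was called differentially expressed at an FDR under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the study, which used DESeq2. Levels are given as CPM, counts relative to the TMM-scaled library total. For a gene with 0 counts in every library of a morphotype, the fold is given as a lower bound against 3 counts over that morphotype, and for a gene with 1 to 3 counts as a ratio with a 95% interval. The bounds set a limit on the count of 0 only and take the other count as exact. Where that other count is small as well, the fold may lie below the bound. The intervals cover the counting error of both counts. Neither covers more than counting error, and PCR copies are not independent molecules. The paper's text does not name the strand column of the STAR output, so the counts of genes that overlap on opposite strands are less certain.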

Between 9 and 25 million trimmed reads were obtained per sample, with ∼78–89% reads mapping uniquely to the TO1000 *B. oleracea* genome (Supplementary Table 1). After normalization with DESeq2, hierarchical clustering and principal component analysis showed that samples were grouped by morphotype, with greater variance between morphotypes than between replicates (Supplementary Figure 2).

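Euclidean distances between the 8 libraries were computed on log2 CPM (prior count 2) over the 28126 tested genes. The mean distance between libraries of different morphotypes was 234, against 97.1 between replicates, a ratio of 2.41. Even the smallest distance between morphotypes, 224, exceeded the largest distance between replicates, 114. Among the 280 ways of dividing the libraries into groups of 3, 3 and 2, only the division by morphotype gave a ratio this large (exact permutation test, one-sided, p = 0.00357, the smallest p that this design allows). The first principal component carried 49.7% of the variance and the second 34.7%, while the third carried 4.72%. Hierarchical clustering divided into 3 clusters placed the kale, cabbage and TO1000 libraries each in a cluster of their own. The ratio moved most when only the 500 most variable genes were used (5.47), with the same p in the exact permutation test.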

Differentially expressed genes (DEGs) were called for all pair-wise comparisons between morphotypes (kale vs. TO1000, kale vs. cabbage, cabbage vs. TO1000), with the aim of identifying genes that were differentially expressed in kale compared to other morphotypes. Genes were considered differentially expressed if they had a twofold change in expression and a *p* < 0.05 after correction for multiple testing. 

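Between kale and TO1000, 7791 of the 28126 tested genes (27.7%) were differentially expressed, 4006 higher in kale and 3785 lower. The comparison of kale with cabbage gave 7232 genes (25.7%), 4124 higher in kale and 3108 lower. Cabbage and TO1000 differed in 7380 genes (26.2%), with 3221 higher in cabbage and 4159 lower. Among the called genes the median absolute log2 fold change was 2.01 for kale and TO1000, 1.92 for kale and cabbage and 2.00 for cabbage and TO1000. The alternatives that moved these counts most were edgeR's glmTreat, which tests against a 2-fold change itself and called 4277, 3360 and 3519 genes in the same order, and FDR alone, without a fold threshold, which called 12001, 10743 and 10812. Without cabbage replicate 2, the kale and cabbage comparison gave 5430 genes and the cabbage and TO1000 comparison 5035, with the lone cabbage library assumed to vary like the other morphotypes. The share of called genes higher in kale than in TO1000 was 51.4%. It was below 50% in 4 alternatives, 48.6% with upper-quartile factors, 48.7% with no count filter, 48.8% without kale replicate 1 and 46.1% without kale replicate 3. In simulated counts with 200 genes changed in kale alone, the same steps recovered 79.5% of them between kale and TO1000, with 10 false calls. Between kale and cabbage they recovered 71.5%, with 8 false calls. All 200 genes were changed by the same amount, with a median absolute fitted log2 fold change of 2.01 and 1.97. The recovery of changes near the fold threshold was not simulated.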

In total, 8854 DEGs were identified between kale and TO1000 (4599 higher expressed in kale, 4255 lower expressed in kale), 8037 DEGs between kale and cabbage (4704 higher expressed in kale, 3333 lower expressed in kale), and 8189 DEGs between cabbage and TO1000 (3406 higher expressed in cabbage, 4783 lower expressed in cabbage) (Figure 3A). There was a total of 3958 DEGs shared between the kale–TO1000 and kale–cabbage comparisons, 2960 found only in the kale comparisons and 998 found in all three comparisons (Figure 3B).

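In the counts on genes, 3611 genes were differentially expressed in both kale comparisons, whatever their direction. Of these, 2602 were not called between cabbage and TO1000 and 1009 were called in all 3 comparisons. In 3197 of the 3611 genes (88.5%) kale differed from both other morphotypes in the same direction, with 1845 higher and 1352 lower in kale. The remaining 414 genes had kale between TO1000 and cabbage, and all of them were called in all 3 comparisons. All 2602 genes found only in the kale comparisons had the same direction in both. Both comparisons use the same kale libraries, so their overlap was set beside 10 simulations of each of a pair of cases. With no difference between morphotypes, a mean of 0.3 genes was shared, and the log2 fold changes of the 2 comparisons still correlated at 0.433 across genes. With differences drawn independently for each morphotype, a mean of 4199.8 genes was shared (4156 to 4256), 89.1% in the same direction, with a correlation of 0.484 across genes. These simulations called more genes than the data, with means of 9018.1 between kale and TO1000 and 8681.5 between kale and cabbage, so their overlap is not on the scale of the 3611 observed. The observed correlation across genes was 0.490; genes are not independent replicates. The same count was made for the other morphotypes, and 3392 genes set TO1000 apart from both others in one direction and 2820 set cabbage apart. With 2 libraries of each morphotype, over 9 such fits, these numbers averaged 2890 for kale, 3030.8 for TO1000 and 2586.1 for cabbage. Without cabbage replicate 2, 495 genes were called in all 3 comparisons, and with DESeq2 554. The paper focuses on genes changed in the comparisons with kale, and reasons that these were more likely to underlie the unique characteristics of kale.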

**FIGURE 3:**
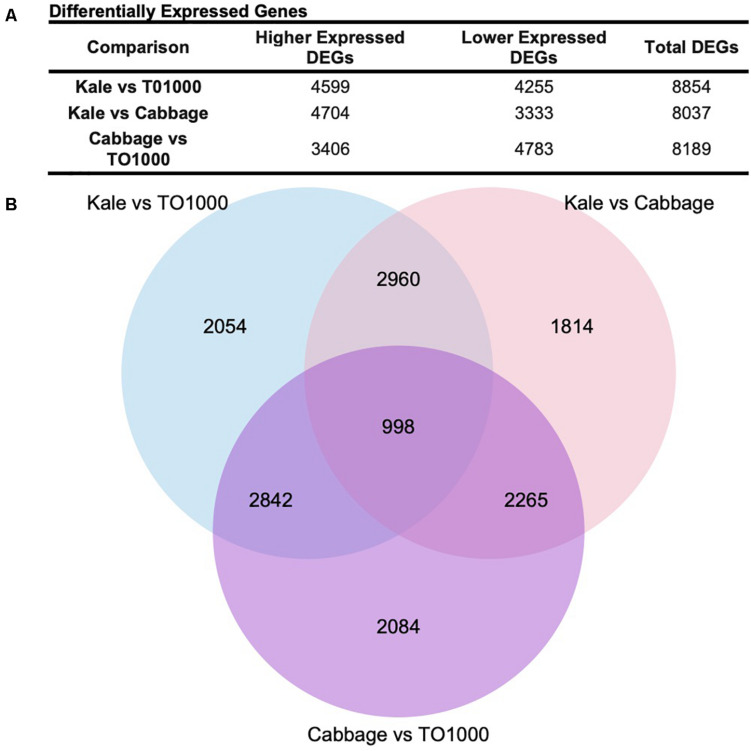
Number of genes differentially expressed in this study after comparing three different *Brassica oleracea* morphotypes (cabbage, kale, and TO1000). **(A)** Number of genes differentially expressed. **(B)** Venn Diagram showing shared genes after doing all possible comparisons between three different *B. oleracea* morphotypes.

### Polyploidy and Its Contribution to the Kale Phenotype

It has been previously shown that the whole-genome triplication (WGT) in *B. oleracea* has contributed to its phenotypic diversity (Lukens et al., 2004; Paterson, 2005). As a result, the *B. oleracea* genome is composed of three subgenomes. Previous studies have used conservation of gene order (synteny) with *A. thaliana* to assign ∼41% of annotated genes to one of the three subgenomes, which have been named the least-fractionated (LF) subgenome, more-fractionated 1 (MF1) subgenome, and more-fractionated 2 (MF2) subgenome (Parkin et al., 2014). Using these gene lists, we explored how this ancient WGT contributed to differential gene expression between morphotypes. Syntenic genes, which includes genes assigned to all three subgenomes, were significantly overrepresented, while non-syntenic genes were underrepresented among DEGs in the kale–cabbage and cabbage–TO1000 comparisons but not the kale–TO1000 comparisons (Figure 4A). We further tested the enrichment of individual subgenomes among DEGs (Figures 4C,D). The LF subgenome was underrepresented in kale–TO1000 comparison (odds ratio = 0.9162346. FDR-corrected *p*-value = 4.116097e-03) and overrepresented in the cabbage–TO1000 comparison (odds ratio = 1.0816227. FDR-corrected *p*-value = 9.948104e-03). The MF1 subgenome was significantly overrepresented for DEGs in all three comparisons (kale–TO1000: odds ratio = 1.0912796, FDR-corrected *p*-value < 1.103789e-02; kale–cabbage: odds ratio = 1.2091591, FDR-corrected *p*-value < 5.909977e-08; cabbage–TO1000: odds ratio = 1.1776233, FDR-corrected *p*-value = 2.913654e-06). The MF2 subgenome was overrepresented in the cabbage–TO1000 comparisons (odds ratio = 1.1118552. FDR-corrected *p*-value = 4.931485e-03).

**FIGURE 4:**
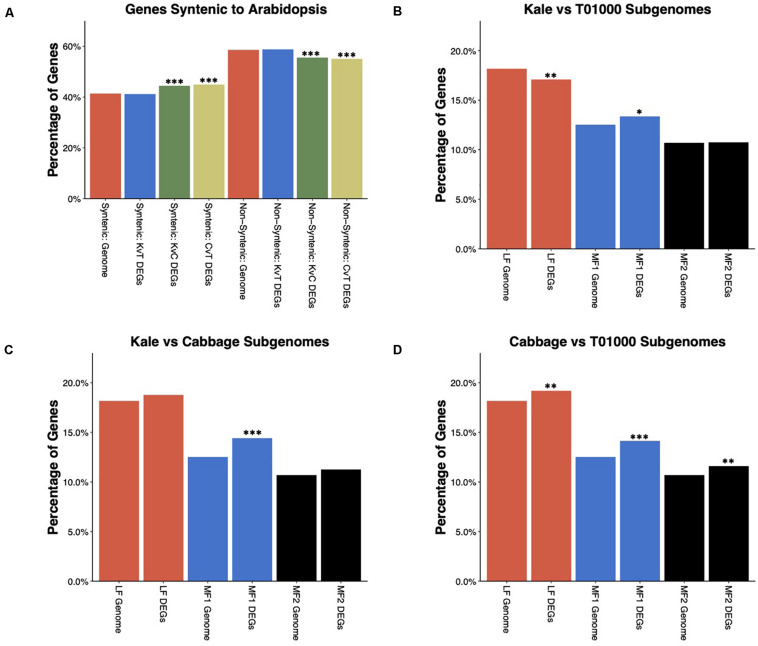
**(A)** Enrichment/depletion of differentially expressed genes (DEGs) amongst *B. oleracea* genes syntenic or non-syntenic to *Arabidopsis thaliana*. DEGs in the Kale vs TO1000 comparison show no enrichment or depletion, while the DEGs in the Kale vs Cabbage and Cabbage vs TO1000 comparisons are enriched in syntenic genes and depleted in non-syntenic genes. **(B–D)** Enrichment/depletion of DEGs for each of the three subgenomes of *B. oleracea*. **(B)** Kale vs TO1000 DEGs are depleted for LF subgenome genes, enriched for MF1 subgenome genes, and show no difference for MF2 sub genome genes. **(C)** Kale vs Cabbage DEGs are enriched for MF1 subgenome genes and show no difference for LF or MF2 subgenome genes. **(D)** Cabbage vs TO1000 DEGs show enrichment in genes from all three subgenomes. ^∗^significant at FDR corrected *p*-value < 0.05, ^∗∗^significant at FDR corrected *p*-value < 0.01, ^∗∗∗^significant at FDR corrected *p*-value < 0.001.

### Gene Ontology and KEGG Pathway Enrichment Analysis

DEGs for each pair-wise comparison and the list of DEGs shared between the two kale comparisons (3958 genes) were separated into lists of higher- and lower-expressed genes and then tested for enrichment of Gene Ontology (GO) terms (Supplementary Tables 5–12) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Supplementary Tables 13–20). We focus here specifically on those kale comparisons to better understand the kale domestication syndrome, in particular GO terms in the biological process (BP) category, as this includes developmental terms. GO terms and KEGG pathways related to the cabbage vs. TO1000 comparison are provided as supplement (Supplementary Figure 2).

#### Kale vs. TO1000

There were 91 (64 BP) and 17 (1 BP) GO terms enriched in the higher (Supplementary Table 5) and lower (Supplementary Table 6) expressed DEGs, respectively. Higher expressed genes were characterized by a number of metabolic processes: “lipid metabolism,” “nitrile metabolism,” “sulfur compound metabolism,” “benzene-containing compound metabolism,” “organic hydroxy compound biosynthesis,” and “carbohydrate derivative catabolism.” There were also multiple GO terms related to photosynthesis and plastid organization and environmental responses to both biotic and abiotic stresses. The only developmental terms enriched were related to senescence (Supplementary Figure 3A). Lower expressed genes showed little enrichment, except for genes involved in “cellular nitrogen compound metabolism” (Supplementary Figure 3B). Six KEGG pathways were enriched in higher expressed genes (Supplementary Table 13) and largely correspond to metabolic pathways identified in the GO term analysis. These include processes related to “photosynthesis-antenna proteins,” “fatty acid elongation,” “flavonoid biosynthesis,” “steroid biosynthesis,” “glyoxylate and dicarboxylate metabolism,” “other glycan degradation,” and “cyanoamino acid metabolism.” Lower expressed genes were enriched in “spliceosome” and “circadian rhythm” pathways (Supplementary Table 14).

#### Kale vs. Cabbage

Higher expressed genes had 21 (15 BP) enriched GO terms (Supplementary Table 7), while lower expressed genes (Supplementary Table 8) had 26 (11 BP). Similar to the kale vs. TO1000 comparison, there was enrichment for processes involved in “fatty acid derivative metabolism,” “nitrile metabolism,” and “photosynthesis” (Supplementary Figure 3C). There was also enrichment for environmental responses, specifically responses to herbivores. Additionally, there was enrichment for processes in “carbon fixation,” “benzoate metabolism,” “endosome organization,” and the “negative regulation of ion transport.” Lower expressed genes (Supplementary Figure 3D) include “glycosinolate metabolism,” “response to chitin,” and “gene expression.” “Sulfur compound metabolism” was enriched in both comparisons but was enriched among lower-expressed genes in the kale–cabbage comparison while being enriched in higher-expressed genes in the kale–TO1000 comparison. These are again reflected in KEGG pathways where higher expressed genes were enriched for “other glycan degradation” KEGG pathways (Supplementary Table 15). Lower expressed genes were enriched for “glucosinolate biosynthesis” and “glutathione metabolism” KEGG pathways (Supplementary Table 16).

#### Shared Genes

Higher expressed genes were enriched for 32 (22 BP) GO terms (Supplementary Table 11 and Supplementary Figure 3G). These again include multiple metabolic terms, especially related to “fatty acid derivative metabolism,” “nitrile metabolism,” “carbohydrate derivative catabolism,” and “benzoate metabolism.” Also similar to the individual comparisons, “photosynthesis” and terms related to abiotic and biotic stresses, especially herbivores, were enriched. Unique to this subgroup was an enrichment for protein phosphorylation terms. Only four GO terms were enriched in the lower expressed genes, and these were all in the cellular component GO term class (Supplementary Table 12). Higher expressed DEGs were enriched for “other glycan degradation” and “Sesquiterpenoid and triterpenoid biosynthesis” KEGG pathways, the former being also enriched in both of the individual comparisons. No KEGG pathways were enriched in the shared lower expressed DEGs (Supplementary Tables 19, 20).

### Candidate Genes Potentially Involved in the Domestication of Kale

A set of candidate genes were identified based on their expression pattern (Figure 5) and functions related to the suite of kale domestication syndrome characteristics. 

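Table 1 lists 47 genes under its kale headings, 12 trichome genes and 16 genes under its headings for all morphotypes, and 70 of these 75 had enough counts to be tested. Under the kale headings 45 genes were tested, and 43 were differentially expressed in both kale comparisons, 28 higher and 15 lower in kale. In 37 of the 43 cabbage and TO1000 did not differ at the same thresholds, and the other 6 were called in all 3 comparisons. The 6 genes are AGL69, FLC (Bo3g024250), SOC1 (Bo4g024850), ELF3, IGMT1 (Bo2g092680) and VTC5. Of these 6, only FLC kept its call between cabbage and TO1000 under every alternative. Of the 16 genes under the headings for all morphotypes, 12 were called in all 3 comparisons, 3 in the kale comparisons only and 1 in a single kale comparison. With the trichome genes, 64 of the 75 genes were called in both kale comparisons, or in all 3 where the heading names all morphotypes. The 6 genes above stand under headings that name kale only, and without them 58 genes were called as headed. Adjusted over the list alone, the number that met the first of these criteria under each group of headings was the same, but the study chose the list on these libraries, so this is not independent evidence. The alternative that moved both totals most was glmTreat, with 37 genes for each. Without cabbage replicate 2 the totals were 46 and 44. The text and Table 1 give 28 genes a direction of higher expression in kale, of which 25 were called higher in both kale comparisons, and 12 genes a lower expression, of which 9 were called lower in both.

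**Figure D1:**
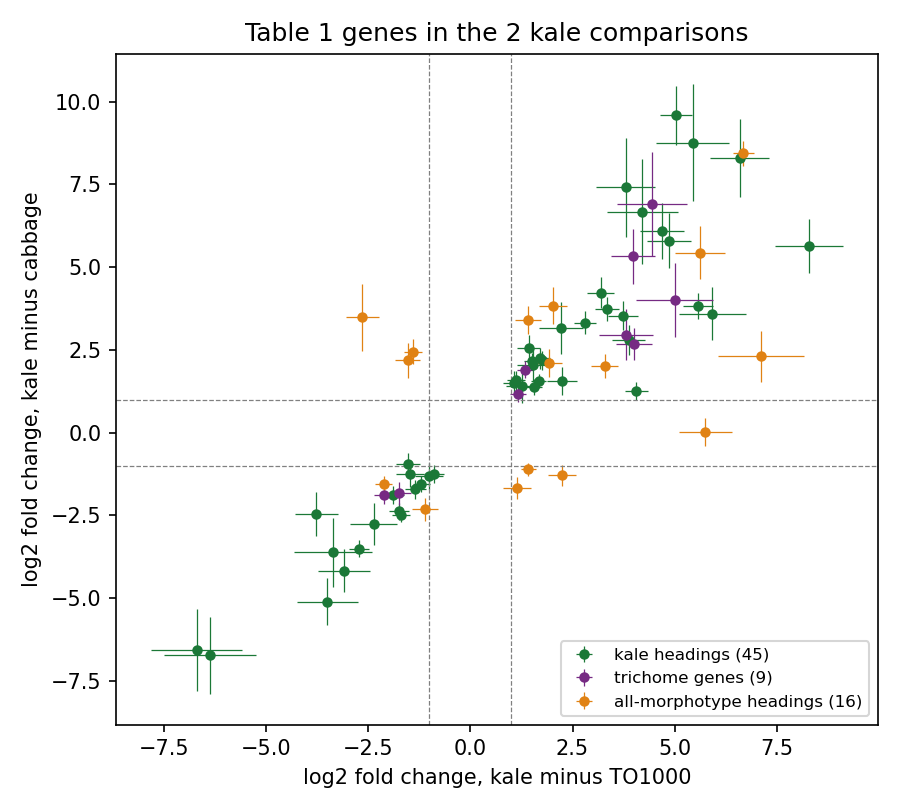
Log2 fold changes of the 70 tested genes of Table 1, kale minus TO1000 on the horizontal and kale minus cabbage on the vertical axis, each with its standard errors, coloured by heading, with dashed lines at a log2 fold change of 1 in either direction; for genes with 3 counts or fewer in a morphotype the fitted value depends on the prior count. Under the kale headings, 28 genes lie beyond the lines at the upper right and 15 at the lower left, and genes at the upper left or lower right have kale between TO1000 and cabbage.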

We further identified transcription factor (TF) families and found a total of 141 TFs in a total of 3010 differentially expressed genes (Figure 3B). Some of the most abundant included bHLH, ERF, and MYB TFs (Supplementary Table 21).

**FIGURE 5:**
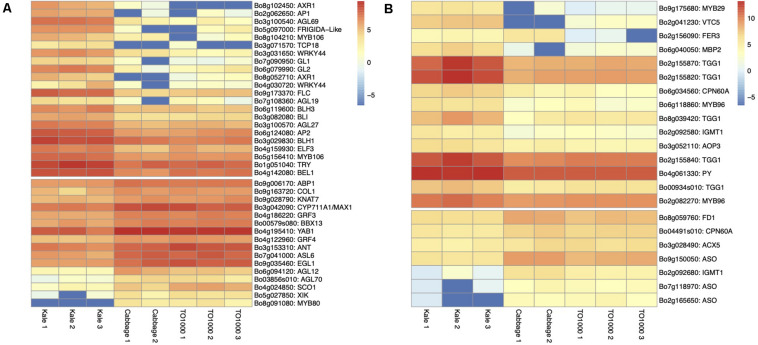
Heatmap of differentially expressed genes for lobed kale (red winter kale). Up- and downregulated genes involved in **(A)** plant and leaf development and flowering **(B)** plant defense responses and taste and nutrition.

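Genes that the text does not give values for but the heatmap prints were taken from the same fit. AP2 (Bo6g124080) averaged 23.7 ± 3.20 CPM in kale (SD, n = 3), 4.62 ± 0.128 in cabbage (SD, n = 2) and 7.31 ± 1.60 in TO1000 (SD, n = 3). AP2 had a log2 fold change of 1.70 (standard error 0.21) against TO1000 and 2.37 (standard error 0.28) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 1.22e-05 and 6.89e-06. YAB1 (Bo4g195410) was lower in kale by a log2 fold change of -1.16 (standard error 0.20) against TO1000 and -1.49 (standard error 0.22) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 3.04e-04 and 7.83e-05). It had 21.6 ± 6.95 CPM in kale (SD, n = 3), 61.4 ± 3.92 in cabbage (SD, n = 2) and 49.1 ± 1.45 in TO1000 (SD, n = 3). BBX13 (Bo00579s080), at 4.66 ± 0.837 CPM in kale (SD, n = 3), 9.89 ± 1.19 in cabbage (SD, n = 2) and 12.0 ± 1.25 in TO1000 (SD, n = 3), fell below both other morphotypes, with log2 fold changes of -1.33 (standard error 0.23) and -1.08 (standard error 0.27). Its adjusted p values were 2.94e-04 and 0.00485 (edgeR, Benjamini-Hochberg). ABP1 (Bo9g006170) was just short of the fold threshold against TO1000, at -1.00 (standard error 0.22), and past it against cabbage, at -1.19 (standard error 0.25), with edgeR Benjamini-Hochberg adjusted p values of 0.00185 and 0.00131. Its levels were 6.08 ± 1.17 CPM in kale (SD, n = 3), 13.8 ± 0.995 in cabbage (SD, n = 2) and 12.0 ± 0.491 in TO1000 (SD, n = 3). Against TO1000 it passed with DESeq2, RLE or upper-quartile factors, either other count filter, thinned counts, and without kale replicate 3 (-1.16) or TO1000 replicates 1 (-1.02) or 3 (also -1.02). YAB1 was lost against TO1000 without kale replicate 3 (log2 fold change -0.96), and BBX13 against cabbage without cabbage replicate 2 (log2 fold change -0.93) and without kale replicate 3 (log2 fold change -0.95). Tested against a 2-fold change by glmTreat, YAB1 against TO1000, BBX13 in both comparisons and ABP1 against cabbage were not called.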

*Apical Dominance and Plant Architecture.* Several genes known to be involved in axillary shoot growth inhibition were differentially expressed in kale tissues and upregulated; these include an auxin-resistance *AXR1* (Bo8g102450, Bo8g052710) (Stirnberg et al., 1999), *TCP18* (Teosinte Branched 1-Like 1) (Bo3g071570), two copies of *REVOLUTA* (Bo9g130730, Bo7g021280) (Poza-Carrión et al., 2007), and the beta-carotene isomerase D27 chloroplastic (protein *DWARF-27* homolog) (Bo9g035190) (Waters et al., 2012). 

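The AXR1 copy Bo8g102450 had 119 counts over the 3 kale libraries (6.62 ± 2.25 CPM, SD, n = 3), 0 in TO1000 and 1 in cabbage. Its level in kale was at least 47.6-fold higher than in TO1000, and the ratio to cabbage was 61.0 (95% counting interval 10.7 to 2429). The adjusted p values were 3.23e-06 and 1.09e-04 (edgeR, Benjamini-Hochberg). The copy Bo8g052710, at 3.55 ± 1.78 CPM in kale (SD, n = 3) and 0.235 ± 0.211 in TO1000 (SD, n = 3), had a log2 fold change of 3.80 (standard error 0.71) (edgeR, Benjamini-Hochberg adjusted p = 6.87e-04). It had 0 counts in cabbage, which puts kale at least 11.3-fold higher (edgeR, Benjamini-Hochberg adjusted p = 0.00113). TCP18 (Bo3g071570) was counted only in kale, with 23 counts (1.5 ± 0.841 CPM, SD, n = 3), at least 9.21-fold above TO1000 and at least 3.93-fold above cabbage. It did not reach the count filter, so the fit gave it no p-value, and with no count filter it was called in both comparisons. DESeq2 and the edgeR fits without cabbage replicate 1 or 2 also tested TCP18, called it against TO1000 and did not call it against cabbage (Benjamini-Hochberg adjusted p = 0.0743, 0.0750 and 0.164). REVOLUTA Bo7g021280 had 121 counts in kale (6.64 ± 2.66 CPM, SD, n = 3) and 1 in TO1000, a ratio of 145 (95% counting interval 25.6 to 5786), and 0 in cabbage, at least 20.7-fold lower. Its adjusted p values were 4.69e-06 and 5.92e-05 by edgeR with Benjamini-Hochberg adjustment. REVOLUTA Bo9g130730 had 37 counts in kale (2.19 ± 0.209 CPM, SD, n = 3) and 2 in TO1000, a ratio of 22.2 (95% counting interval 5.73 to 190.2), and was at least 6.32-fold higher than in cabbage, where it had 0. The edgeR Benjamini-Hochberg adjusted p values were 0.00138 and 0.00380, and the call against cabbage was lost without cabbage replicate 2 (adjusted p = 0.0725), where the adjusted p ranged from 6.79e-04 to 0.0725 over the alternatives. DWARF27 (Bo9g035190) averaged 6.06 ± 2.57 CPM in kale (SD, n = 3), 1.38 ± 0.417 in cabbage (SD, n = 2) and 2.11 ± 0.453 in TO1000 (SD, n = 3). DWARF27 had log2 fold changes of 1.52 (standard error 0.39) and 2.04 (standard error 0.51), with adjusted p values of 0.00525 and 0.00480 (edgeR, Benjamini-Hochberg), and glmTreat called neither.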

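MAX1 (Bo3g042090) averaged 11.5 ± 1.10 CPM in kale (SD, n = 3), 33.7 ± 3.09 in cabbage (SD, n = 2) and 26.5 ± 7.43 in TO1000 (SD, n = 3). Against TO1000 its log2 fold change was -1.20 (standard error 0.21) and against cabbage -1.56 (standard error 0.23), with adjusted p values of 3.28e-04 and 7.62e-05 (edgeR, Benjamini-Hochberg). Cabbage and TO1000 were not told apart for this gene (log2 fold change 0.36, edgeR Benjamini-Hochberg adjusted p = 0.213). Without TO1000 replicate 1 the value against TO1000 was -0.95, inside the fold threshold, and glmTreat did not call it.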

The more axillary branches gene *MAX1* (Bo3g042090) (Bennett et al., 2006) was also differentially expressed and downregulated in kale (Table 1 and Figure 5A).

**TABLE 1:** Candidate genes that are differentially expressed in lobed kale (red winter kale) or the three morphotypes.

Brassica oleracea ID	Gene ID	Possible function	Sources
**Plant development**			
***1. Apical meristem dominance***			
**Genes differentially expressed in Kale**			
Bo3g071570	*TCP18*	Regulation of secondary shoot formation in meristem buds acts downstream of MAX genes	Poza-Carrión et al., 2007
Bo9g130730 Bo7g021280	*REVOLUTA*	Epistatic to TCP18	Poza-Carrión et al., 2007
Bo3g042090	*CYP711A1/MAX1*	Synthesis and perception of mobile carotenoid signal that promotes bud arrest	Bennett et al., 2006
Bo9g035190	*DWARF27*	Acts upstream of MAX1 in the control of plant development by strigolactones	Waters et al., 2012
Bo8g102450 Bo8g052710	*AXR1*	Controls shoot branching among other activities	Stirnberg et al., 1999
**Differentially expressed genes shared by all morphotypes**			
Bo8g115290	*AXR1*	Controls shoot branching among other activities	Stirnberg et al., 1999
Bo4g182790	*PID*	Regulates auxin flow and organ formation	Bennett, 1995

***2. Leaf development***			

**Genes differentially expressed only in Kale**			
Bo7g041000	*ASL6*	Development of normal leaf shape	Semiarti et al., 2001
Bo3g039420	*NGA1*	Leaf development and regulation of leaf morphogenesis	Lee et al., 2015
Bo3g029830 Bo4g142080	*BEL1/BLH1*	Ovule development, unknown function in vegetative tissues in *B. oleracea*	Bellaoui et al., 2001
Bo4g186220	*GRF3*	Leaf development, negative regulation of cell proliferation	Beltramino et al., 2018
Bo3g082080	*BLI*	Leaf morphogenesis, positive regulation of cell division, trichome branching, and flower development	Hong et al., 2019
Bo4g122960	*GRF4*	Leaf development	Kim et al., 2003
**Differentially expressed genes shared by all morphotypes**			
Bo4g182790	*PID*	Regulates auxin flow and organ formation	Bennett, 1995
Bo5g155120	*HAT5*	Leaf margin development	Aoyama et al., 1995

***3. Trichome development***			

Bo5g156410 Bo8g104210	*MYB106*	Promote conical cell outgrowth, and in some cases, trichome initiation in diverse plant species	Gilding and Marks, 2010
Bo8g091080	*MYB80*	Epidermal cell fate specification, jasmonic acid mediated signaling pathway	Higginson et al., 2003
Bo9g035460	*EGL3*	Epidermal cell fate specification, jasmonic acid mediated signaling pathway	Morohashi et al., 2007
Bo7g090950	*GL1*	Trichome development	Morohashi et al., 2007
Bo6g079990	*GL2*	Probable transcription factor required for correct morphological development and maturation of trichomes. Regulates the frequency of trichome initiation and determines trichome spacing	Morohashi et al., 2007
Bo3g031650 Bo4g030720	*WRKY44*	Regulates trichome development, epidermal cell fate specification	Eulgem et al., 2000
Bo1g051040	*TRY*	Generation of spacing patterns among trichomes	Schnittger et al., 1999
Bo4g039530	*HDG11*	Trichome branching	Khosla et al., 2014
Bo3g162280	*CML42*	Involved in the regulation of trichome branching and herbivore defense	Dobney et al., 2009
Bo5g027850	*XIK*	Trichome branching and morphogenesis	Ojangu et al., 2012

**Flowering time**			

**Genes differentially expressed only in Kale**			
Bo3g100570	*AGL27/MAF1*	Repressor of flowering acting with FLC	Ratcliffe et al., 2001
Bo03856s010	*AGL70/MAF3*	Negative regulation of flowering acting with FLC	Ratcliffe et al., 2001
Bo3g100540	*AGL69/MAF5*	Negative regulator of flower development	Ratcliffe et al., 2001
Bo7g108360	*AGL19/*	Regulation of timing of transition from vegetative to reproductive phase	Schönrock et al., 2006
Bo6g094120	*AGL12/XAL1*	Controls flowering	Tapia-López et al., 2008
Bo9g173370 Bo3g024250	*FLC*	May inhibit flowering and inflorescence growth via a pathway involving GAI and by enhancing FLC expression and repressing FT and LFY	Madrid et al., 2020
Bo9g163720	*COL1*	Regulation of flower development	Ledger et al., 2001
Bo4g024850	*SOC1*	Negative regulation of flower development	Nasim et al., 2017
Bo4g159930	*ELF3*	Interaction between light and the circadian clock ultimately regulating flowering	Reed et al., 2000
Bo5g097000	*FRL4A*	Redundantly with MYR2 as a repressor of flowering and organ elongation under decreased light intensity	https://www.uniprot.org/uniprot/Q9LUV4-1
**Differentially expressed genes shared by all morphotypes**			
Bo4g042390	*SPL3*	Adult plants extremely dwarfed with curled up leaves, vegetative to reproductive phase transition of meristem	Cardon et al., 1997
Bo2g062650	*AP1*	Promotes flower meristem identity	Pelaz et al., 2001
Bo6g119600	*BLH3*	Regulation of timing of transition from vegetative to reproductive phase	Cole et al., 2006
Bo2g013840	*LHP1/TFL2*	Negative regulation of flowering acting with FLC	Larsson et al., 1998
Bo01054s030	*AGL68/MAF5*	Negative regulator of flower development	Ratcliffe et al., 2001
Bo3g038880	*SOC1*	Negative regulation of flower development	Nasim et al., 2017

**Defense and taste**			

**Genes differentially expressed only in Kale**			
Bo3g052110	*AOP3*	Controls the composition and amount of aliphatic glucosinolates	Wang et al., 2011
Bo9g175680	*MYB29*	Aliphatic glucosionale production	Kim et al., 2013
Bo2g092580 Bo2g092680	*IGMT1*	Indole glucosinolate metabolic process	Yi et al., 2016
Bo00934s010 Bo2g155820 Bo2g155840 Bo2g155870 Bo8g039420	*TGG1*	Degradation of glucosinolates into toxins that can deter insect herbivores	Zheng et al., 2011
Bo6g040050	*MBP2*	Myrosinase binding protein	Zheng et al., 2011
Bo3g028490	*ACX5*	Defense response to insects	Schilmiller et al., 2007
**Differentially expressed genes shared by all morphotypes**			
Bo6g095790 Bo8g039530 Bo2g155810 Bo8g063740	*TGG1*	Degradation of glucosinolates into toxins that can deter insect herbivores	Zheng et al., 2011
Bo9g094320	*IGMT4*	Indole glucosinolate metabolic process	Yi et al., 2016

**Nutrients**			

**Genes differentially expressed only in Kale**			
Bo2g041230	*VTC5*	Catalyzes a reaction of the Smirnoff–Wheeler pathway, the major route to ascorbate biosynthesis in plants	Duan et al., 2016
Bo7g118970 Bo2g165650 Bo9g150050	*ASO*	Redox system involving ascorbic acid	Fujiwara et al., 2016
Bo4g061330	*THIC*	Thiamin biosynthetic gene source of Vitamin B1	Wachter et al., 2007
Bo6g117890	*CML26*	Calcium as nutrient source	Lian et al., 2018
Bo01178s020	*CML42*	Calcium as nutrient source	Lian et al., 2018
Bo9g009850	*CP1*	Calcium as nutrient source	Jang et al., 1998
Bo4g013080	*bHLH100*	Likely regulates genes involved in the distribution of iron within the plant	Sivitz et al., 2012
Bo04491s010 Bo6g034560	RuBisCO	Plant protein source	Edelman and Colt, 2016
**Differentially expressed genes shared by all morphotypes**			
Bo3g001360	*LSC30*	Iron source	Edelman and Colt, 2016
Bo2g156090	*FER3*	Iron source	Edelman and Colt, 2016

*Leaf Development.* Differentially expressed genes in kale include two upregulated copies of *AXR1* (Bo8g052710; Bo8g102450). 

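ASL6 (Bo7g041000), the LOB domain gene of Table 1, was counted at 5.64 ± 0.989 CPM in kale (SD, n = 3), 20.9 ± 5.51 in cabbage (SD, n = 2) and 21.1 ± 6.01 in TO1000 (SD, n = 3). Kale was lower than TO1000 by a log2 fold change of -1.88 (standard error 0.25) and lower than cabbage by -1.89 (standard error 0.28). The edgeR Benjamini-Hochberg adjusted p values were 2.69e-05 and 7.06e-05. Cabbage and TO1000 had a log2 fold change of 0.01 between them (standard error 0.26), and no alternative called it. Every alternative kept ASL6 called lower in both kale comparisons.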

The lateral organ boundaries (LOB) domain-containing protein ASYMMETRIC LEAVES 2-like protein 6 (*ASL6*) (Bo7g041000) was downregulated (Semiarti et al., 2001). These genes could have a major role in the highly lobed margin kale phenotype (Figure 5A). Genes differentially expressed in all three pair-wise comparisons that were potentially involved in the kale domestication syndrome (Figure 3) include *PID* (Bo4g182790), which regulates auxin flower and organ formation (Bennett, 1995), and *HAT5* (Bo5g155120), which is involved in leaf formation and has been characterized as involved in leaf margin development (Aoyama et al., 1995).

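PID (Bo4g182790) averaged 6.79 ± 1.72 CPM in kale (SD, n = 3), 16.3 ± 6.13 in cabbage (SD, n = 2) and 1.44 ± 0.409 in TO1000 (SD, n = 3), so that kale lay between the other morphotypes. PID had a log2 fold change of 2.24 (standard error 0.35) for kale minus TO1000, -1.29 (standard error 0.31) for kale minus cabbage and 3.53 (standard error 0.36) for cabbage minus TO1000. The adjusted p values were 1.18e-04, 0.00341 and 1.31e-06 (edgeR, Benjamini-Hochberg). HAT5 (Bo5g155120) had the opposite order, with 26.2 ± 5.44 CPM in TO1000 (SD, n = 3), 9.94 ± 1.82 in kale (SD, n = 3) and 1.63 ± 0.773 in cabbage (SD, n = 2). Kale was below TO1000 by -1.41 (standard error 0.22) and above cabbage by 2.44 (standard error 0.37) on the log2 scale, and cabbage below TO1000 by -3.85 (standard error 0.35). For HAT5 the edgeR Benjamini-Hochberg adjusted p values were 1.33e-04, 9.43e-05 and 4.32e-07. A further AXR1 copy, Bo8g115290, which Table 1 lists for all morphotypes, also had kale between the others, at 1.40 ± 0.800 CPM (SD, n = 3) against 9.41 ± 2.91 in TO1000 (SD, n = 3). Bo8g115290 had a log2 fold change of -2.64 (standard error 0.40) for kale minus TO1000 (edgeR, Benjamini-Hochberg adjusted p = 8.60e-05). Cabbage had 1 count of it, and the kale to cabbage ratio was 13.3 (95% counting interval 2.19 to 546) (edgeR, Benjamini-Hochberg adjusted p = 0.0124). That call was lost with DESeq2, in thinned counts and, by edgeR with Benjamini-Hochberg adjustment, without cabbage replicate 1 (adjusted p = 0.0529) and without cabbage replicate 2 (adjusted p = 0.0719), where the adjusted p ranged from 0.00242 to 0.158 over the alternatives. PID was lost between kale and cabbage without cabbage replicate 2 (log2 fold change -0.81), and glmTreat did not call it there, nor HAT5 between kale and TO1000, nor Bo8g115290 between kale and cabbage.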

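ANT (Bo3g153310) was lower in kale, at 9.76 ± 3.45 CPM in kale (SD, n = 3), 20.4 ± 2.34 in cabbage (SD, n = 2) and 29.4 ± 6.24 in TO1000 (SD, n = 3). The log2 fold change was -1.55 (standard error 0.24) against TO1000 and -1.02 (standard error 0.27) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 8.87e-05 and 0.00747. The value against cabbage sits at the fold threshold. It was -0.92 without cabbage replicate 1, -0.85 without kale replicate 2 and -0.86 without kale replicate 3, and glmTreat did not call it.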

Identified transcription factors included the AP2-like ethylene-responsive *ANT* (Bo3g153310) (Figure 5A). This gene is a positive regulator of cell proliferation, expansion, and regulation of ectopic meristems (Shigyo et al., 2006), similar to what was observed in the kale phenotypes (Figure 2Q). The growth-regulating factors 3 and 4 (*GRF3* and *GRF4*; Bo4g186220 and Bo4g122960) involved in the regulation of cell expansion in leaf and cell proliferation and the basic helix–loop–helix protein 64 *AtbHLH64* (Bo3g094060), an atypical *bHLH* transcription factor, were also downregulated in kale (Figure 5A and Supplementary Table 21).

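GRF3 (Bo4g186220) averaged 5.08 ± 0.493 CPM in kale (SD, n = 3), 12.0 ± 0.408 in cabbage (SD, n = 2) and 9.31 ± 1.68 in TO1000 (SD, n = 3). It was past the fold threshold against cabbage (log2 fold change -1.25 (standard error 0.27)) and not against TO1000 (-0.89 (standard error 0.24)), with edgeR Benjamini-Hochberg adjusted p values of 0.00159 and 0.00732. GRF4 (Bo4g122960) was past it against TO1000 (-1.52 (standard error 0.30)) and not against cabbage (-0.96 (standard error 0.36)), with adjusted p values of 8.53e-04 and 0.0427 (edgeR, Benjamini-Hochberg). Its levels were 2.77 ± 0.0913 CPM in kale (SD, n = 3), 5.29 ± 0.820 in cabbage (SD, n = 2) and 7.96 ± 2.16 in TO1000 (SD, n = 3). In counts thinned to the smallest library both genes were called lower in both comparisons, with GRF3 at -1.09 against TO1000 and GRF4 at -1.36 against cabbage. Without TO1000 replicate 1, GRF3 also passed against TO1000 (-1.01). By glmTreat neither gene was called in any comparison. For bHLH64 (Bo3g094060) kale had the highest counts, 7.65 ± 4.02 CPM in kale (SD, n = 3), 1.96 ± 1.83 in cabbage (SD, n = 2) and 1.5 ± 0.750 in TO1000 (SD, n = 3). bHLH64 had a log2 fold change of 2.31 (standard error 0.50) against TO1000 and 2.18 (standard error 0.64) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 0.00181 and 0.0125). The call against cabbage was lost by glmTreat and without cabbage replicate 2 (adjusted p = 0.234), where the adjusted p ranged from 1.34e-04 to 0.234 over the alternatives (edgeR, Benjamini-Hochberg). Without cabbage replicate 1 the log2 fold change of bHLH64 against cabbage was 3.42.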

A significant number of trichomes in kale leaves were observed during development (Figures 2N,H). More than 10 genes related to trichome formation (Table 1 and Figure 5A) were differentially expressed in kale; some of those included two upregulated copies of an Myb-related proteins *MYB106* (Bo5g156410 and Bo8g104210). These genes can act as both positive and negative regulators of cellular outgrowth and promote trichome morphogenesis and expansion (Gilding and Marks, 2010). 

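Of the 12 trichome genes in Table 1, 9 had enough counts to be tested, and all 9 were differentially expressed in both kale comparisons, 7 higher and 2 lower in kale. MYB106 Bo5g156410 averaged 21.1 ± 3.74 CPM in kale (SD, n = 3), 5.55 ± 0.683 in cabbage (SD, n = 2) and 8.39 ± 0.677 in TO1000 (SD, n = 3). The log2 fold changes were 1.34 (standard error 0.20) against TO1000 and 1.90 (standard error 0.26) against cabbage, with adjusted p values of 9.39e-05 and 3.56e-05 (edgeR, Benjamini-Hochberg). MYB106 Bo8g104210 was lower expressed overall, at 3.59 ± 1.54 CPM in kale (SD, n = 3), 0.432 ± 0.0995 in cabbage (SD, n = 2) and 0.239 ± 0.223 in TO1000 (SD, n = 3). Bo8g104210 had log2 fold changes of 3.81 (standard error 0.67) and 2.96 (standard error 0.78) (edgeR, Benjamini-Hochberg adjusted p = 3.17e-04 and 0.00686). CML42 (Bo3g162280) had 43 counts in kale (2.61 ± 1.52 CPM, SD, n = 3) and 2 in TO1000, a ratio of 25.8 (95% counting interval 6.73 to 220.0), and with 0 in cabbage it was at least 7.35-fold higher in kale. Its edgeR Benjamini-Hochberg adjusted p values were 8.61e-04 and 0.00273. By edgeR with Benjamini-Hochberg adjustment, Bo8g104210 was lost against cabbage without cabbage replicate 2 (adjusted p = 0.0680), where the adjusted p ranged from 9.15e-04 to 0.0680 over the alternatives. CML42 was lost there without cabbage replicate 2 (adjusted p = 0.0526), where the adjusted p ranged from 1.45e-04 to 0.0526 over the alternatives (edgeR, Benjamini-Hochberg). MYB106 Bo5g156410 was not called against TO1000 by glmTreat. Among the genes under the count filter, MYB80 (Bo8g091080) had 0 counts in kale, 18 in TO1000 and 7 in cabbage. Kale was at least 5.00-fold and 4.55-fold lower if the 18 and 7 counts are taken as exact. XIK (Bo5g027850) had 1 count in kale, 32 in TO1000 and 7 in cabbage, ratios of 26.6 (95% counting interval 4.45 to 1085) for TO1000 over kale and 13.7 (95% counting interval 1.75 to 616) for cabbage over kale. With no count filter MYB80 and XIK were both called lower in kale. DESeq2 called neither against cabbage (Benjamini-Hochberg adjusted p = 0.0728 for MYB80 and 0.109 for XIK), nor did edgeR without cabbage replicate 2 (0.111 and 0.0751).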

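GL2 (Bo6g079990) averaged 10.3 ± 3.84 CPM in kale (SD, n = 3), 0.362 ± 0.512 in cabbage (SD, n = 2) and 0.632 ± 0.616 in TO1000 (SD, n = 3). The log2 fold change between kale and TO1000 was 3.97 (standard error 0.53) (edgeR, Benjamini-Hochberg adjusted p = 2.65e-05). Cabbage had 2 counts against 175 in kale, a ratio of 44.8 (95% counting interval 12.2 to 373) (edgeR, Benjamini-Hochberg adjusted p = 1.20e-04). Cabbage and TO1000 were not distinguishable for GL2 at this depth (edgeR, Benjamini-Hochberg adjusted p = 0.389). Every alternative called GL2 higher in kale in both comparisons.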

A Homeobox-leucine zipper protein GLABRA 2-like *GL2* (Bo6g079990) was upregulated in kale. This gene is required for correct morphological development and maturation of trichomes, regulates the frequency of trichome initiation, and determines trichome spacing in *Arabidopsis* (Morohashi et al., 2007). Two expressed copies of the *WRKY* transcription factor 44 (Bo3g031650 and Bo4g030720), and the transcription factor TRIPTYCHON *TRY* (Bo1g051040) involved in trichome branching, were also differentially expressed in kale (Table 1 and Figure 5A).

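WRKY44 Bo3g031650 averaged 7.42 ± 0.281 CPM in kale (SD, n = 3), 1.13 ± 0.0616 in cabbage (SD, n = 2) and 0.449 ± 0.301 in TO1000 (SD, n = 3). It was higher in kale by a log2 fold change of 4.01 (standard error 0.44) against TO1000 and 2.68 (standard error 0.49) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 3.75e-06 and 4.66e-04. The copy Bo4g030720 had 31 counts in kale (2.14 ± 1.78 CPM, SD, n = 3), 1 in TO1000 and 0 in cabbage, and did not reach the count filter. The ratio of kale to TO1000 was 37.2 (95% counting interval 6.20 to 1517), and kale was at least 5.30-fold above cabbage. This copy was called in both comparisons with no count filter, with DESeq2 and without cabbage replicate 1. It was not called against cabbage without cabbage replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.120). TRY (Bo1g051040) had log2 fold changes of 1.17 (standard error 0.20) against TO1000 and 1.15 (standard error 0.24) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 2.64e-04 and 0.00119). Without kale replicate 2 the value against TO1000 was 0.99, and by glmTreat TRY was called in neither comparison.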

*Flowering Time.* Kale phenotypes display a significant delaying in flowering time in comparison to other *B. oleracea* morphotypes, while TO1000 has been bred to be rapid cycling. We hypothesized that this maintenance in a vegetative stage was an important character during domestication due mainly to the harvest of fresh leaves for consumption. Our mature kale phenotypes did not display flowering during the course of our experiments (24 days) (Figure 1). 

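AGL12 (Bo6g094120), AGL70 (Bo03856s010) and AGL27 (Bo3g100570) were each called in both kale comparisons and not between cabbage and TO1000. All 3 genes had counts in all 3 morphotypes. AGL12 averaged 0.271 ± 0.269 CPM in kale (SD, n = 3), 5.79 ± 1.55 in cabbage (SD, n = 2) and 2.63 ± 0.885 in TO1000 (SD, n = 3). AGL12 had log2 fold changes of -3.08 (standard error 0.63) against TO1000 and -4.18 (standard error 0.65) against cabbage, with adjusted p values of 0.00116 and 1.05e-04 (edgeR, Benjamini-Hochberg). AGL70 had 2 counts in kale, 29 in TO1000 and 15 in cabbage, or 0.120 ± 0.207 CPM (SD, n = 3), 1.40 ± 0.744 (SD, n = 3) and 1.65 ± 0.280 (SD, n = 2). The ratio of TO1000 to kale was 12.1 (95% counting interval 3.05 to 104) and that of cabbage to kale 14.6 (95% counting interval 3.40 to 132). The edgeR Benjamini-Hochberg adjusted p values of AGL70 were 0.0104 and 0.0116. DESeq2 did not call AGL70 in either comparison, and edgeR with Benjamini-Hochberg adjustment did not call it against cabbage without cabbage replicate 2 (adjusted p = 0.112), where the adjusted p ranged from 0.00292 to 0.112 over the alternatives. AGL27 was higher in kale, at 11.9 ± 1.44 CPM in kale (SD, n = 3), 2.43 ± 0.360 in cabbage (SD, n = 2) and 3.63 ± 0.279 in TO1000 (SD, n = 3), with log2 fold changes of 1.71 (standard error 0.25) and 2.24 (standard error 0.33) (edgeR, Benjamini-Hochberg adjusted p = 5.45e-05 and 5.70e-05).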

A series of Agamous-like MADS-box proteins were exclusively expressed in kale (Figure 3B) including two downregulated genes *AGL12* (Bo6g094120) and *AGL70* (Bo03856s010) and an upregulated *AGL27* (Bo3g100570). 

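SOC1 (Bo4g024850) averaged 0.325 ± 0.173 CPM in kale (SD, n = 3), 1.74 ± 0.0948 in cabbage (SD, n = 2) and 4.33 ± 0.642 in TO1000 (SD, n = 3). It was lower in kale by a log2 fold change of -3.77 (standard error 0.52) against TO1000 and -2.45 (standard error 0.67) against cabbage, and cabbage was lower than TO1000 by -1.32 (standard error 0.48). All 3 comparisons were called, with adjusted p values of 3.79e-05, 0.00827 and 0.0376 (edgeR, Benjamini-Hochberg). The call of SOC1 against cabbage was lost with DESeq2, with glmTreat and, by edgeR with Benjamini-Hochberg adjustment, without cabbage replicate 2 (adjusted p = 0.0516), where the adjusted p ranged from 0.00710 to 0.0531 over the alternatives. That between cabbage and TO1000 was lost under 10 of 19 alternatives. FLC Bo9g173370 was higher in kale, at 23.1 ± 7.24 CPM in kale (SD, n = 3), 2.36 ± 0.251 in cabbage (SD, n = 2) and 3.31 ± 0.458 in TO1000 (SD, n = 3). Bo9g173370 had log2 fold changes of 2.80 (standard error 0.26) and 3.32 (standard error 0.35) (edgeR, Benjamini-Hochberg adjusted p = 6.02e-07 and 2.43e-06), and no difference between cabbage and TO1000 was detectable (-0.52). FLC Bo3g024250 differed in all 3 comparisons, at 15.8 ± 0.875 CPM in kale (SD, n = 3), 6.40 ± 1.37 in cabbage (SD, n = 2) and 0.929 ± 0.0380 in TO1000 (SD, n = 3). The log2 fold changes were 4.06 (standard error 0.28) for kale minus TO1000, 1.26 (standard error 0.26) for kale minus cabbage and 2.80 (standard error 0.34) for cabbage minus TO1000. For this copy the edgeR Benjamini-Hochberg adjusted p values were 1.94e-08, 0.00128 and 8.66e-06, and glmTreat did not call it between kale and cabbage.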

MADS-box proteins such a *SOC1* (Bo4g024850) was downregulated, and two copies of FLOWERING LOCUS C (Bo9g173370, Bo3g024250) were upregulated (Table 1 and Figure 5A), both involved in the negative regulation of flowering (Supplementary Table 21). Other genes differentially expressed in all three pair-wise comparisons that were potentially involved in the negative regulation of flowering (Figure 3) included *SUPPRESSOR OF OVEREXPRESSION OF CO 1 SCO1* (Bo4g024850, Bo3g038880), *SPL3* (Bo4g042390), *AP1* (Bo2g062650), *BLH3* (Bo6g119600), and *AGL68/MAF5* (Bo3g100540) (Table 1 and Figure 5A).

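SOC1 Bo3g038880 was called in all 3 comparisons, with kale between the others at 3.54 ± 1.22 CPM in kale (SD, n = 3), 0.684 ± 0.455 in cabbage (SD, n = 2) and 10.6 ± 1.65 in TO1000 (SD, n = 3). Bo3g038880 had log2 fold changes of -1.53 (standard error 0.30) for kale minus TO1000, 2.18 (standard error 0.52) for kale minus cabbage and -3.72 (standard error 0.47) for cabbage minus TO1000 (edgeR, Benjamini-Hochberg adjusted p = 7.32e-04, 0.00366 and 1.56e-05). By glmTreat it was not called between kale and TO1000. The gene Bo3g100540 averaged 14.9 ± 1.97 CPM in kale (SD, n = 3), 1.05 ± 0.0569 in cabbage (SD, n = 2) and 0.287 ± 0.126 in TO1000 (SD, n = 3), and its log2 fold changes in the same order were 5.57 (standard error 0.37), 3.83 (standard error 0.39) and 1.75 (standard error 0.63). It passed in all 3 comparisons, with adjusted p values of 1.24e-08, 1.70e-06 and 0.0423 (edgeR, Benjamini-Hochberg). Its call between cabbage and TO1000 was lost under 12 of 18 alternatives. SPL3, AP1 and BLH3 were called in both kale comparisons only. SPL3 (Bo4g042390) averaged 4.64 ± 0.747 CPM in kale (SD, n = 3), 13.5 ± 0.365 in cabbage (SD, n = 2) and 19.9 ± 1.68 in TO1000 (SD, n = 3), with log2 fold changes of -2.12 (standard error 0.21), -1.55 (standard error 0.25) and -0.56 (standard error 0.22). The edgeR Benjamini-Hochberg adjusted p values of SPL3 were 1.24e-06, 1.26e-04 and 0.0521. AP1 (Bo2g062650) had 101 counts in kale (5.79 ± 0.820 CPM, SD, n = 3), 2 in TO1000 and 1 in cabbage. The kale to TO1000 ratio was 60.6 (95% counting interval 16.4 to 508) and the kale to cabbage ratio 51.8 (95% counting interval 9.08 to 2065) (edgeR, Benjamini-Hochberg adjusted p = 3.06e-06 and 6.42e-05). Between cabbage and TO1000 the counts of AP1 are too few for a difference to be detectable. BLH3 (Bo6g119600), at 9.63 ± 3.23 CPM in kale (SD, n = 3), 2.27 ± 0.370 in cabbage (SD, n = 2) and 2.52 ± 0.684 in TO1000 (SD, n = 3), had log2 fold changes of 1.92 (standard error 0.32) and 2.10 (standard error 0.42) in the kale comparisons and -0.18 (standard error 0.45) for cabbage minus TO1000. The adjusted p values of BLH3 were 2.39e-04, 8.86e-04 and 0.777 (edgeR, Benjamini-Hochberg).

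Table 1 lists LHP1 and AGL68 as well among the flowering genes of all morphotypes, and both were called in all 3 comparisons. LHP1 (Bo2g013840) averaged 2.19 ± 0.209 CPM in kale (SD, n = 3), 11.1 ± 2.20 in cabbage (SD, n = 2) and 4.69 ± 1.20 in TO1000 (SD, n = 3), with log2 fold changes of -1.11 (standard error 0.33) for kale minus TO1000, -2.32 (standard error 0.34) for kale minus cabbage and 1.21 (standard error 0.31) for cabbage minus TO1000. Its adjusted p values were 0.0132, 7.16e-05 and 0.00594 (edgeR, Benjamini-Hochberg). DESeq2 and glmTreat called LHP1 only between kale and cabbage; the call between kale and TO1000 was also lost in thinned counts and without TO1000 replicate 2 (log2 fold change -0.99). Between cabbage and TO1000 LHP1 was lost without cabbage replicate 1 (log2 fold change 1.03). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.00398 to 0.419, the latter by glmTreat. AGL68 (Bo01054s030) had 52 counts in kale (2.89 ± 1.30 CPM, SD, n = 3), 5 in cabbage (0.613 ± 0.156 CPM, SD, n = 2) and 0 in TO1000. Kale was at least 20.8-fold above TO1000, and kale minus cabbage was 2.31 (standard error 0.77) on the log2 scale. Cabbage was at least 3.90-fold above TO1000 if its 5 counts are taken as exact. The edgeR Benjamini-Hochberg adjusted p values were 1.18e-04, 0.0201 and 0.0279, and glmTreat called neither comparison with cabbage. Between cabbage and TO1000 AGL68 was lost without cabbage replicate 1 (adjusted p = 0.0564) and without cabbage replicate 2 (adjusted p = 0.0639), where the adjusted p ranged from 0.00943 to 0.0639 over the alternatives (edgeR, Benjamini-Hochberg). Between kale and cabbage it was lost with DESeq2 and without cabbage replicate 1 (adjusted p = 0.0851) and without cabbage replicate 2 (adjusted p = 0.216), where the adjusted p ranged from 0.0102 to 0.216 over the alternatives (edgeR, Benjamini-Hochberg).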

*Plant Defense.* Differentially expressed genes involved in plant defense exclusively expressed in lobed kale leaves (Figure 3B) include two copies of the upregulated Myb-related protein *MYB96* (Bo2g082270) involved in the activation of cuticular wax biosynthesis that could potentially deter herbivores. 

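MYB96 Bo2g082270 averaged 133 ± 26.8 CPM in kale (SD, n = 3), 50.6 ± 2.42 in cabbage (SD, n = 2) and 62.4 ± 1.81 in TO1000 (SD, n = 3). Bo2g082270 had log2 fold changes of 1.09 (standard error 0.17) against TO1000 and 1.39 (standard error 0.20) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 1.22e-04 and 5.93e-05. Without kale replicate 2 the value against TO1000 was 0.92, and glmTreat called this copy in neither comparison. Figure 5 gives a further MYB96 copy, Bo6g118860, at 7.97 ± 0.658 CPM in kale (SD, n = 3), 0.697 ± 0.0379 in cabbage (SD, n = 2) and 0.596 ± 0.189 in TO1000 (SD, n = 3). That copy was higher in kale by 3.71 (standard error 0.38) and 3.49 (standard error 0.49) on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 1.75e-06 and 3.86e-05). Both copies had counts in all 3 morphotypes and did not differ between cabbage and TO1000 (edgeR, Benjamini-Hochberg adjusted p = 0.243 and 0.826).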

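The 5 copies of myrosinase TGG1 that Table 1 lists under its kale headings were all higher in kale than in both other morphotypes, and none was called between cabbage and TO1000. Of these, Bo8g039420 was called lower in cabbage than in TO1000 with no count filter, with 2 morphotypes per fit, with the replicate block and without kale replicate 2, and no alternative called the other 4. The highest level in kale was that of Bo2g155820, at 554 ± 283 CPM in kale (SD, n = 3), 41.3 ± 9.81 in cabbage (SD, n = 2) and 54.6 ± 2.22 in TO1000 (SD, n = 3). Bo2g155820 had a log2 fold change of 3.34 (standard error 0.29) against TO1000 and 3.73 (standard error 0.35) against cabbage, with adjusted p values of 2.46e-07 and 6.81e-07 (edgeR, Benjamini-Hochberg). Bo2g155870 averaged 388 ± 260.1 CPM in kale (SD, n = 3), 33.3 ± 2.01 in cabbage (SD, n = 2) and 29.1 ± 4.96 in TO1000 (SD, n = 3), with log2 fold changes of 3.73 (standard error 0.36) and 3.54 (standard error 0.43) (edgeR, Benjamini-Hochberg adjusted p = 8.48e-07 and 9.46e-06). For Bo8g039420, at 44.4 ± 22.9 CPM in kale (SD, n = 3), the log2 fold changes were 3.19 (standard error 0.33) and 4.23 (standard error 0.46), with edgeR Benjamini-Hochberg adjusted p values of 1.70e-06 and 3.14e-06. The changes were smaller in Bo2g155840 (1.76 (standard error 0.23) and 2.18 (standard error 0.28)) and Bo00934s010 (1.51 (standard error 0.20) and 2.16 (standard error 0.25)). Bo2g155840 averaged 369 ± 149.8 CPM in kale and Bo00934s010 35.1 ± 8.10 (SD, n = 3 each). Their adjusted p values were 2.24e-05 and 1.55e-05 for Bo2g155840 and 1.90e-05 and 6.59e-06 for Bo00934s010 (edgeR, Benjamini-Hochberg). Of the 3 kale libraries, replicate 2 had the highest level in each of these copies. Reads that place equally well on several TGG1 copies cannot be assigned to one of them, so the level of a single copy is less certain than that of a gene without copies.

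**Figure D2:**
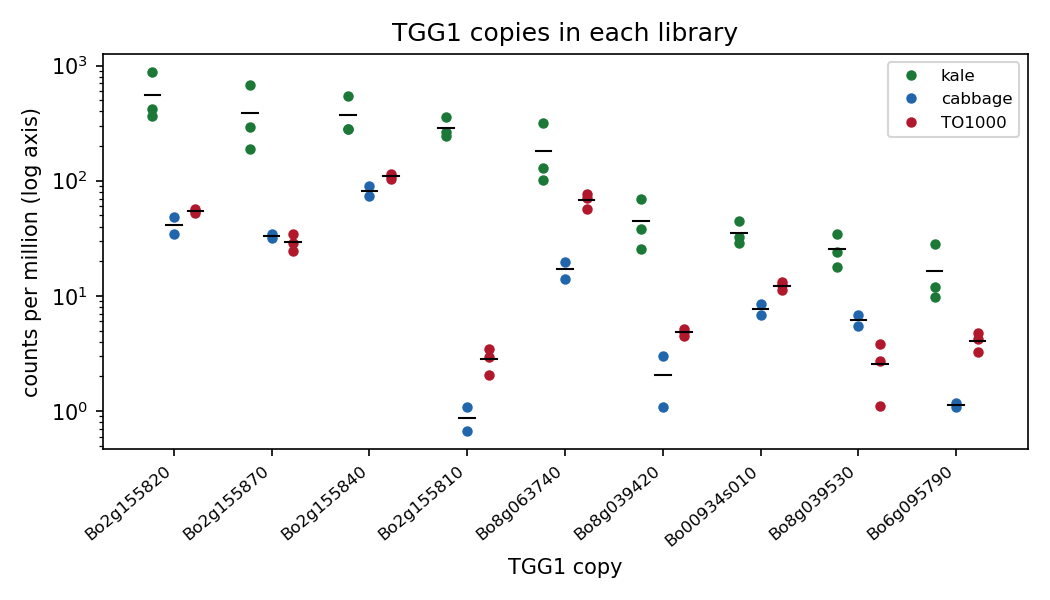
CPM of the TGG1 copies of Table 1 on a log axis, with a point for each of the 3 kale, 2 cabbage and 3 TO1000 libraries and black bars at the means. In every copy each kale library lies above each cabbage and TO1000 library.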

Five upregulated copies of a glucosinolate synthesis and regulation enzyme Myrosinase *TGG1* (Bo00934s010, Bo2g155820, Bo2g155840, Bo2g155870, Bo8g039420) are involved in the degradation of glucosinolates to produce toxic degradation products that can deter insect herbivores (Zheng et al., 2011). 

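IGMT1 Bo2g092580 had 55 counts in kale, 14 in TO1000 and 3 in cabbage, or 3.25 ± 1.12 CPM (SD, n = 3), 0.679 ± 0.343 (SD, n = 3) and 0.349 ± 0.0190 (SD, n = 2). Against TO1000 its log2 fold change was 2.21 (standard error 0.54), and the ratio of kale to cabbage was 9.40 (95% counting interval 3.05 to 47.0), with edgeR Benjamini-Hochberg adjusted p values of 0.00399 and 0.00450. It was lost against cabbage without cabbage replicate 2 (adjusted p = 0.0669), where the adjusted p ranged from 0.00109 to 0.0669 over the alternatives (edgeR, Benjamini-Hochberg). IGMT1 Bo2g092680 had the reverse pattern, with 3 counts in kale (0.179 ± 0.311 CPM, SD, n = 3), 6.90 ± 0.991 CPM in cabbage (SD, n = 2) and 2.23 ± 0.675 CPM in TO1000 (SD, n = 3). The ratio of TO1000 to kale was 12.5 (95% counting interval 4.01 to 62.8) and that of cabbage to kale 37.7 (95% counting interval 12.3 to 188). Cabbage was also higher than TO1000 (1.61 (standard error 0.50) on the log2 scale), and the adjusted p values were 0.00168, 4.57e-05 and 0.0177 (edgeR, Benjamini-Hochberg). The difference of Bo2g092680 between cabbage and TO1000 was lost under 5 of 19 alternatives. MYB29 (Bo9g175680) had 75 counts in kale (4.20 ± 1.38 CPM, SD, n = 3), 1 in TO1000 and 3 in cabbage. The kale to TO1000 ratio was 90.1 (95% counting interval 15.7 to 3604) and the kale to cabbage ratio 12.8 (95% counting interval 4.22 to 63.5) (edgeR, Benjamini-Hochberg adjusted p = 3.39e-05 and 0.00216).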

Lastly, two copies of the indole glucosinolate O-methyltransferase, one was upregulated *IGMT1* (Bo2g092580) and the second one downregulated *IGMT1* (Bo2g092680) (Table 1 and Figure 5B), and *MYB29* (Bo9g175680) were all involved in plant defense against fungi (Supplementary Table 21). 

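AOP3, MBP2 and ACX5 complete the 11 defense genes that Table 1 lists under its kale headings, all of which were called in both kale comparisons, 9 higher and 2 lower in kale. AOP3 (Bo3g052110) averaged 7.70 ± 2.27 CPM in kale (SD, n = 3), 2.61 ± 0.104 in cabbage (SD, n = 2) and 1.64 ± 0.596 in TO1000 (SD, n = 3), with log2 fold changes of 2.24 (standard error 0.36) against TO1000 and 1.56 (standard error 0.42) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 1.50e-04 and 0.00781). MBP2 (Bo6g040050) was at 7.73 ± 3.01 CPM in kale (SD, n = 3) and 0.245 ± 0.0871 in TO1000 (SD, n = 3), a log2 fold change of 4.86 (standard error 0.55) (edgeR, Benjamini-Hochberg adjusted p = 4.42e-06). Cabbage had 1 count of MBP2, and the kale to cabbage ratio was 66.1 (95% counting interval 11.7 to 2632) (edgeR, Benjamini-Hochberg adjusted p = 4.62e-05). ACX5 (Bo3g028490) was lower in kale, at 3.10 ± 1.27 CPM in kale (SD, n = 3), 6.78 ± 3.45 in cabbage (SD, n = 2) and 8.45 ± 1.92 in TO1000 (SD, n = 3), with log2 fold changes of -1.48 (standard error 0.34) and -1.25 (standard error 0.40) and edgeR Benjamini-Hochberg adjusted p values of 0.00292 and 0.0196. ACX5 was lost against cabbage with DESeq2, in thinned counts and without cabbage replicate 2 (log2 fold change -0.53), without kale replicate 1 (adjusted p = 0.0587) and without kale replicate 2 (adjusted p = 0.0720), where the adjusted p ranged from 0.00396 to 0.514 over the alternatives (edgeR, Benjamini-Hochberg). By glmTreat, ACX5 was called in neither comparison and AOP3 not against cabbage. AOP3 was also lost there without cabbage replicate 2 (log2 fold change 1.61). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.00281 to 0.178, the latter by glmTreat.

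The 4 TGG1 copies under the heading for all morphotypes were each called in all 3 comparisons and were highest in kale. The largest of all changes in TGG1 was in Bo2g155810, at 288 ± 57.7 CPM in kale (SD, n = 3), 0.878 ± 0.294 in cabbage (SD, n = 2) and 2.82 ± 0.716 in TO1000 (SD, n = 3). Bo2g155810 had log2 fold changes of 6.67 (standard error 0.25) for kale minus TO1000, 8.44 (standard error 0.37) for kale minus cabbage and -1.77 (standard error 0.49) for cabbage minus TO1000, with adjusted p values of 8.23e-11, 1.99e-10 and 0.00978 (edgeR, Benjamini-Hochberg). In kale Bo6g095790 had 16.6 ± 10.1 CPM, Bo8g039530 25.4 ± 8.26 and Bo8g063740 182 ± 118 (SD, n = 3 each). For kale minus TO1000 their log2 fold changes were 2.02 (standard error 0.35), 3.29 (standard error 0.33) and 1.41 (standard error 0.31), with adjusted p values of 2.89e-04, 1.45e-06 and 0.00214 (edgeR, Benjamini-Hochberg). The call of Bo8g063740 against TO1000 was lost by glmTreat and without kale replicate 2 (log2 fold change 0.73). Between cabbage and TO1000, glmTreat called none of Bo2g155810, Bo6g095790 and Bo8g039530, and DESeq2 and thinned counts did not give Bo8g039530. That comparison of Bo2g155810 was lost without cabbage replicate 2 (adjusted p = 0.185), where the adjusted p ranged from 0.00293 to 0.185 over the alternatives (edgeR, Benjamini-Hochberg). For Bo6g095790 it was lost without cabbage replicate 1 (log2 fold change -1.78) and without cabbage replicate 2 (log2 fold change -1.89). It was also lost without TO1000 replicate 1 and without TO1000 replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.0502 and 0.0573). Over the alternatives the Benjamini-Hochberg adjusted p ranged from 0.00101 to 0.191, the latter by glmTreat. For Bo8g039530 that comparison was lost without cabbage replicate 2 (log2 fold change 1.07) and without TO1000 replicate 1 (log2 fold change 0.94). Over the alternatives the Benjamini-Hochberg adjusted p ranged from 0.00177 to 0.421, the latter by glmTreat. IGMT4 (Bo9g094320) had kale between the others, at 6.87 ± 3.07 CPM in kale (SD, n = 3), 22.1 ± 2.61 in cabbage (SD, n = 2) and 3.15 ± 1.06 in TO1000 (SD, n = 3). IGMT4 had log2 fold changes of 1.15 (standard error 0.34) for kale minus TO1000 and -1.67 (standard error 0.32) for kale minus cabbage (edgeR, Benjamini-Hochberg adjusted p = 0.0138 and 7.51e-04). The first was lost with DESeq2, in thinned counts and without kale replicate 1 (log2 fold change 0.70) and without TO1000 replicate 2 (log2 fold change 0.92), and glmTreat called neither.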

Refer to Table 1 and Figure 5B for additional candidate genes potentially involved in plant taste and defense.

*Nutritional Value of Leaves.* Kale is known to have great nutritional value including nutrients like Vitamin C, calcium, and iron (Edelman and Colt, 2016). 

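L-ascorbate oxidase Bo9g150050 was counted in all libraries, at 4.47 ± 0.664 CPM in kale (SD, n = 3), 51.1 ± 6.70 in cabbage (SD, n = 2) and 29.8 ± 7.36 in TO1000 (SD, n = 3). Bo9g150050 had a log2 fold change of -2.72 (standard error 0.23) against TO1000 and -3.51 (standard error 0.25) against cabbage, with adjusted p values of 2.34e-07 and 2.58e-08 (edgeR, Benjamini-Hochberg). The copies Bo2g165650 and Bo7g118970 had 0 counts in the 3 kale libraries. Bo2g165650 had 46 counts in TO1000 and 18 in cabbage, so kale was at least 12.8-fold and 11.7-fold lower (edgeR, Benjamini-Hochberg adjusted p = 3.33e-04 and 8.46e-04). Bo7g118970 had 36 and 21 counts, which puts kale at least 9.99-fold and 13.7-fold lower (edgeR, Benjamini-Hochberg adjusted p = 5.01e-04 and 4.50e-04). Ferritin-1 LSC30 (Bo3g001360) averaged 64.0 ± 11.9 CPM in kale (SD, n = 3), 138 ± 16.6 in cabbage (SD, n = 2) and 23.9 ± 3.89 in TO1000 (SD, n = 3), so that kale lay between TO1000 and cabbage. LSC30 had log2 fold changes of 1.42 (standard error 0.19) for kale minus TO1000 and -1.11 (standard error 0.20) for kale minus cabbage (edgeR, Benjamini-Hochberg adjusted p = 2.09e-05 and 3.52e-04). Without cabbage replicate 2 the value against cabbage was -0.97, inside the fold threshold, and glmTreat did not call it.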

Most notable were three copies of the L-ascorbate oxidase (*AAO*) (Ascorbase) (EC 1.10.3.3) (Bo2g165650, Bo9g150050, Bo7g118970) involved in Vitamin C synthesis, all three of which were downregulated in kale (Table 1 and Figure 5B) and the enzyme ferritin-1 *LSC30* (Bo3g001360) proposed as a source of iron. 

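All 11 nutrition genes under the kale headings of Table 1 were called in both kale comparisons, 4 higher and 7 lower in kale. CML26 (Bo6g117890) averaged 3.71 ± 0.321 CPM in kale (SD, n = 3), 21.1 ± 2.38 in cabbage (SD, n = 2) and 12.2 ± 0.460 in TO1000 (SD, n = 3), a log2 fold change of -1.70 (standard error 0.22) against TO1000 and -2.48 (standard error 0.24) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 1.93e-05 and 7.68e-07). CML42 Bo01178s020 was at 0.763 ± 0.650 CPM in kale (SD, n = 3), 4.93 ± 2.24 in cabbage (SD, n = 2) and 3.53 ± 1.15 in TO1000 (SD, n = 3). Bo01178s020 had log2 fold changes of -2.36 (standard error 0.58) and -2.76 (standard error 0.64), with edgeR Benjamini-Hochberg adjusted p values of 0.00432 and 0.00285. CP1 (Bo9g009850), at 4.78 ± 0.633 CPM in kale (SD, n = 3), was lower than TO1000 by -1.75 (standard error 0.25) and lower than cabbage by -2.38 (standard error 0.27) on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 4.64e-05 and 4.68e-06). The spread of bHLH100 (Bo4g013080) in kale was as large as its mean, 9.00 ± 9.71 CPM (SD, n = 3), against 0.196 ± 0.171 in TO1000 (SD, n = 3) and 0 counts in cabbage. Kale was higher than TO1000 by 5.44 (standard error 0.90) on the log2 scale and at least 31.1-fold higher than cabbage (edgeR, Benjamini-Hochberg adjusted p = 2.31e-04 and 0.00111). FER3 (Bo2g156090), listed for all morphotypes, had 2 counts in TO1000 and averaged 6.32 ± 2.54 CPM in kale (SD, n = 3) and 6.33 ± 0.763 in cabbage (SD, n = 2). The ratio to TO1000 was 68.4 (95% counting interval 18.5 to 572) in kale and 66.8 (95% counting interval 17.7 to 565) in cabbage (edgeR, Benjamini-Hochberg adjusted p = 4.75e-06 and 1.06e-05). No difference between kale and cabbage was detectable in FER3, with a standard error of 0.42 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.997).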

Refer to Table 1 and Figure 5B for other genes potentially involved in nutritional value of kale leaves.

## Discussion

The vegetative domestication syndrome of kale is characterized by apical dominance, leaf morphology, maintenance of a vegetative stage for high leaf production, taste/defense, and nutritional value. Differentially expressed genes (DEGs) were identified in all pair-wise comparisons. In the cabbage comparisons, DEG were enriched among syntenic genes while being depleted in non-syntenic genes (Figure 4). This aligns with recent findings that genes derived from the ancient *Brassica* polyploidy are also more likely involved in domestication in *B. rapa* (Qi et al., 2019). However, in the kale–TO1000 comparison, no such enrichment was found. As the subgenomes of *B. oleracea* have been previously reconstructed, we further explored the relative contribution of each. The LF subgenome contains the most genes and, unsurprisingly, also had the most DEGs. The LF subgenome was overrepresented in the cabbage–TO1000 comparison; however, it was underrepresented in the kale–TO1000 comparison. In contrast, the MF1 subgenome was consistently overrepresented. The more-fractionated 2 subgenome was overrepresented in the cabbage–TO1000 comparison. Given the limited number of morphotypes in this study, we cannot conclude a general pattern regarding the relative importance of syntenic vs. non-syntenic genes and each subgenome; however, the overrepresentation of the MF1 subgenome in each comparison should be explored further.

We focused our search on DEGs that were among comparisons with kale, reasoning that these were more likely to underly the unique characteristics of kale. We tested for enrichment in GO terms and KEGG pathways to gain a global view of the differences. Many more terms and pathways were enriched among higher expressed genes, despite several thousand DEGs being identified in both groups. This may suggest more coordination in the regulation of kale higher-expressed genes or simply better annotation of genes in this list. Enriched terms and pathways in all categories were typically involved in metabolism or defense. Changes in these functions would affect the taste, texture, and nutrition of leaves and thus likely have been affected by human selection. There was a relative absence of developmentally related GO terms, with the exception of senescence-related terms in the kale–TO1000 comparison. This overall lack of enrichment for developmentally related GO terms could result from either insufficient annotation of developmental genes or due to more subtle expression differences that would require tissue-specific or single-cell approaches. Alternatively, the large developmental changes observed could be caused by differential expression of only a small number of key genes. To address this, we examined sets of genes, whose function, based on homology and previous work, suggests an involvement in the developmental traits examined in this study. This analysis found many differentially expressed candidate genes shared among comparisons with kale, supporting their potential role in the kale domestication syndrome.

We identified potential candidate genes for the morphological and chemical differences among *Brassica* morphotypes. First, we found differentially expressed genes that set kale apart in terms of its morphology. Apical dominance has been proposed as a main character involved in crop domestication (Doebley et al., 1997). Suppression of axillary branches aiming to concentrate resources in the main stem is a salient phenotypic character in most *Brassica* crops. Apical dominance during domestication in kale can be explained by the indirect theory of apical dominance, as auxin-induced stem growth inhibits bud outgrowth by diverting sugars away from buds since growing stems are a strong sink for sugars (Kebrom, 2017). Here, genes involved in apical dominance and branching suppression were differentially expressed (Table 1 and Figure 5).

Kale displays morphological diversity in leaves, including leaf shape, size and margins, trichome development, colors among others, which is likely the result of genetic variation selected by plant breeders. ESEM showed that many of the characteristic leaf traits of kale are established early in leaf development. We collected tissues during kale leaf initiation and primary morphogenesis (the upper portion of the stem including immature leaves and apical and lateral meristems) to capture candidate genes related to the establishment of the basic leaf structure such as lamina initiation, specification of lamina domains, and the formation of marginal structures such as lobes or serrations.

Three types of differentially expressed genes related to the kale leaf morphogenesis phenotype were found in our samples (Table 1 and Figures 3, 5): (1) involved in margin development; (2) involved in cell proliferation, expansion, and the development of ectopic meristems; and (3) involved in trichome development. 

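Of the 7 leaf development genes under the kale headings of Table 1, 5 were called in both kale comparisons, 4 higher and 1 lower in kale. GRF3 and GRF4 were called in one kale comparison each. BLI (Bo3g082080) was among the 4, at 4.26 ± 1.75 CPM in kale (SD, n = 3), 1.56 ± 0.161 in cabbage (SD, n = 2) and 1.75 ± 0.477 in TO1000 (SD, n = 3). The log2 fold changes of BLI were 1.27 (standard error 0.41) against TO1000 and 1.41 (standard error 0.51) against cabbage, with adjusted p values of 0.0204 and 0.0379 (edgeR, Benjamini-Hochberg). Both calls of BLI were lost with DESeq2, with glmTreat and in thinned counts. Against TO1000 BLI was lost without kale replicate 2 (log2 fold change 0.86). It was also lost without TO1000 replicate 1 and without TO1000 replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.0614 and 0.0570). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.0167 to 0.419, the latter by glmTreat. Against cabbage BLI was lost without cabbage replicate 1 (log2 fold change 1.33) and without cabbage replicate 2 (log2 fold change 1.54). It was also lost without kale replicate 2 and without TO1000 replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.142 and 0.0543). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.0260 to 0.369, the latter by glmTreat.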

The LOB domain-containing protein 4 (asymmetric leaves 2-like protein 6) *ASL6* (Bo7g041000) was identified as a potential important gene responsible of the lobed kale leaf phenotype (Semiarti et al., 2001; Figures 1, 2E,H,K). Loss-of-function mutations in the *AS2* homolog in *Arabidopsis* have ectopic expression of class 1 *KNOX* genes in the leaves resulting in asymmetric leaf serration, with generation of leaflet-like structures from petioles and malformed veins (Matsumura et al., 2009). *ASL6* was differentially expressed and upregulated in kale. 

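BLH1 (Bo3g029830) averaged 36.3 ± 5.36 CPM in kale (SD, n = 3), 14.0 ± 1.13 in cabbage (SD, n = 2) and 12.2 ± 2.76 in TO1000 (SD, n = 3). BLH1 had a log2 fold change of 1.56 (standard error 0.20) against TO1000 and 1.38 (standard error 0.24) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 1.55e-05 and 2.70e-04. BEL1 (Bo4g142080) was at 28.5 ± 4.18 CPM in kale (SD, n = 3), 10.1 ± 5.11 in cabbage (SD, n = 2) and 13.2 ± 1.22 in TO1000 (SD, n = 3), higher in kale by 1.11 (standard error 0.22) and 1.58 (standard error 0.28) on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 9.26e-04 and 3.59e-04). The value of BEL1 against cabbage was 1.05 without cabbage replicate 2, still past the threshold, and by glmTreat only BLH1 against TO1000 was called.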

A second set of candidates involved two copies of the BEL1-like homeodomain protein 1 *BEL1/BHL1* (Bo3g029830, Bo4g142080) that were found to be overexpressed in kale. We have also found several downregulated growth-regulating factors (*GRF3* and *GRF4*) that have been shown to interact with KNOX genes (Kuijt et al., 2014). A third gene involved in cell proliferation, expansion, and the development of ectopic meristems included the NGATHA *NGA1* (Bo3g039420) involved in cell proliferation (Lee et al., 2015); however, it has been reported as downregulated for cell overproliferation and was upregulated in kale (Table 1).

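NGA1 (Bo3g039420) averaged 10.7 ± 2.35 CPM in kale (SD, n = 3), 3.94 ± 1.08 in cabbage (SD, n = 2) and 5.13 ± 1.31 in TO1000 (SD, n = 3). It was higher in kale by a log2 fold change of 1.08 (standard error 0.27) against TO1000 and 1.51 (standard error 0.35) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 0.00475 and 0.00260). Against TO1000 NGA1 was lost without kale replicate 1 (log2 fold change 0.84). It was also lost there without TO1000 replicate 2 (log2 fold change 1.00) and without TO1000 replicate 3 (log2 fold change 0.94). Against cabbage NGA1 was lost without cabbage replicate 2 (log2 fold change 1.20). Over the alternatives its Benjamini-Hochberg adjusted p against cabbage ranged from 3.86e-04 to 0.140, the latter by glmTreat. By glmTreat NGA1 was called in neither comparison.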

In some species with simple leaves, *KNOXI* overexpression can lead to variable phenotypes, which include knot-like structures on the leaves, curled or lobed leaves, and ectopic meristems on leaves (Tsiantis and Hay, 2003). Our differential expression analysis did not show *KNOXI* overexpression; however, the differential expression of *BELL* genes, another class of TALE HD proteins found in plants, was upregulated (Bo3g029830). Yeast two-hybrid studies have indicated that *KNOX* proteins interact with BEL1-like (*BELL*) proteins. The messenger RNA (mRNA) expression patterns of *KNOX* and *BELL* proteins overlap in meristems, suggesting that they may potentially interact *in vivo* (Smith et al., 2002). Analogous *BLH–KNOX* interactions have also been reported in other plants, such as potato (*Solanum tuberosum*) and barley (*Hordeum vulgare*), indicating that these interactions are evolutionarily conserved and that the interaction is probably required for their biological function (Müller et al., 2001; Chen et al., 2003). A matter of debate is whether *KNOX* and *BLH* can exert some of their functions independently of each other or whether the formation of *KNOX/BLH* heterodimers is mandatory for TALEs to work. We did not find differential expression of *KNOX* genes in this analysis perhaps for several reasons: (1) *KNOX* do not participate in lobe formation in *B. oleracea*; (2) we did not target the correct point in development to capture *KNOX* expression in relation to leaf lobation; (3) a change in *BELL* expression is sufficient to affect *KNOX* and *BELL* interactions and alter leaf morphology without a corresponding change in *KNOX* expression. Moreover, some species, such as legumes, with dissected leaves do not express *KNOX* genes; on the contrary *KNOX* expression has been observed in leaf primordia of species with unlobed leaves, such as *Lepidium oleraceum* (Piazza et al., 2010; Vlad et al., 2014).

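Among the genes that Figure 5 names, KNAT7 (Bo9g028790) is a KNOX family member by its name, and its class is not given there. It averaged 3.49 ± 0.780 CPM in kale (SD, n = 3), 8.55 ± 2.37 in cabbage (SD, n = 2) and 7.70 ± 2.39 in TO1000 (SD, n = 3). KNAT7 was lower in kale by a log2 fold change of -1.17 (standard error 0.31) against TO1000 and -1.36 (standard error 0.35) against cabbage (edgeR, Benjamini-Hochberg adjusted p = 0.00685 and 0.00562). KNAT7 was lost against TO1000 without TO1000 replicate 3 (log2 fold change -0.91) and against cabbage without cabbage replicate 2 (log2 fold change -1.01). Over the alternatives KNAT7 had a Benjamini-Hochberg adjusted p against cabbage from 8.42e-04 to 0.265, the latter by glmTreat. By glmTreat it was called in neither comparison. Other KNOX genes are not paired with an identifier in the sources used here and were not analysed here.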

Epidermal cells are stimulated to differentiate into trichomes when a regulatory complex including transcription factors are triggered (Yang and Ye, 2013). ESEM results showed hairiness, and individual trichomes are seen in kale leaf blades (Figures 2N,Q). Differentially expressed genes involved in trichome formation included two *MYB* transcription factors (Higginson et al., 2003; Gilding and Marks, 2010; Pattanaik et al., 2014), the enhancer of *GL3 EGL3* (Bo9g035460), the Homeobox-leucine zipper proteins *GL1* (Bo7g090950) and *GL2* (Bo6g079990) (Morohashi et al., 2007), the transcription factor *TRY* (Bo1g051040) (Schnittger et al., 1999), and homeodomain GLABROUS 11, *HDG11* (Bo4g039530) (Khosla et a., 2014). These five genes either interact or act redundantly to promote trichome differentiation and were upregulated in kale (except *HDG11*) (Table 1 and Figure 5A). 

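EGL3 (Bo9g035460) was lower in kale by a log2 fold change of -2.11 (standard error 0.24) against TO1000 and -1.88 (standard error 0.26) against cabbage, with adjusted p values of 4.01e-06 and 4.19e-05 (edgeR, Benjamini-Hochberg). HDG11 (Bo4g039530) was lower as well, at 3.66 ± 1.21 CPM in kale (SD, n = 3), 13.2 ± 3.83 in cabbage (SD, n = 2) and 12.8 ± 4.24 in TO1000 (SD, n = 3), with log2 fold changes of -1.74 (standard error 0.30) and -1.84 (standard error 0.34) (edgeR, Benjamini-Hochberg adjusted p = 3.00e-04 and 4.98e-04). GL1 (Bo7g090950) had 38 counts in kale and 1 each in TO1000 and cabbage, a ratio of 45.6 (95% counting interval 7.71 to 1849) to TO1000 and 19.5 (95% counting interval 3.29 to 789) to cabbage. Its edgeR Benjamini-Hochberg adjusted p values were 5.71e-04 and 0.00926, and the call against cabbage was lost with DESeq2 and without cabbage replicate 2 (adjusted p = 0.190), where the adjusted p ranged from 0.00419 to 0.190 over the alternatives.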

Trichome regulatory genes have been studied in *Brassica villosa*, a wild C genome relative *B. oleracea* that is densely covered by trichomes. Nayidu et al. (2014) found that *TRY* was upregulated in trichomes of *B. villosa* in contrast to *Arabidospis* and other *Brassica* species where this gene has been proposed as a negative regulator. Here, we found that *TRY* was more highly upregulated in leaves and meristems of kale in comparison to *ELG3* (Table 1), *GL1* and *GL2* (Figure 5A).

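In level, TRY had 50.4 ± 11.1 CPM in kale (SD, n = 3), 22.4 ± 2.47 in cabbage (SD, n = 2) and 22.3 ± 4.85 in TO1000 (SD, n = 3). EGL3 had 5.59 ± 0.826 CPM in kale (SD, n = 3), 20.0 ± 6.29 in cabbage (SD, n = 2) and 24.2 ± 4.63 in TO1000 (SD, n = 3). GL1 was at 2.24 ± 0.549 CPM in kale (SD, n = 3). The fold changes of TRY lay below the intervals of the count ratios of GL1 in both kale comparisons and of GL2 against cabbage, and below the fold change of GL2 against TO1000 by more than the standard errors. EGL3 changed in the other direction. Whether the fold changes of these genes differ from each other was not tested.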

Another set of candidate genes for the kale domestication syndrome we looked for are floral transition genes. 

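Table 1 lists 11 flowering genes under its kale headings, of which 10 were tested and called in both kale comparisons, 6 higher and 4 lower in kale. FRL4A (Bo5g097000) averaged 9.43 ± 1.48 CPM in kale (SD, n = 3), 0.181 ± 0.256 in cabbage (SD, n = 2) and 0.337 ± 0.373 in TO1000 (SD, n = 3). Its log2 fold change against TO1000 was 4.69 (standard error 0.54), and the ratio of kale to cabbage, which had 1 count, was 81.0 (95% counting interval 14.3 to 3219) (edgeR, Benjamini-Hochberg adjusted p = 5.18e-06 and 3.99e-05). ELF3 (Bo4g159930) was at 11.3 ± 1.73 CPM in kale (SD, n = 3), 2.22 ± 1.47 in cabbage (SD, n = 2) and 4.23 ± 0.713 in TO1000 (SD, n = 3), with log2 fold changes of 1.43 (standard error 0.28) for kale minus TO1000, 2.55 (standard error 0.40) for kale minus cabbage and -1.12 (standard error 0.43) for cabbage minus TO1000. All 3 were past the thresholds (edgeR, Benjamini-Hochberg adjusted p = 8.95e-04, 1.30e-04 and 0.0479), and glmTreat did not call the first. The third was lost under 11 of 19 alternatives, and was -0.37 without cabbage replicate 2. COL1 (Bo9g163720) was lower in kale, at 3.05 ± 1.42 CPM in kale (SD, n = 3), 7.99 ± 2.53 in cabbage (SD, n = 2) and 6.22 ± 0.512 in TO1000 (SD, n = 3), by -1.01 (standard error 0.35) and -1.32 (standard error 0.39) on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.0286 and 0.0137). Both calls of COL1 were lost with DESeq2 and with glmTreat. Against TO1000 COL1 was lost without kale replicate 2 (log2 fold change -0.69) and without TO1000 replicate 1 (log2 fold change -0.95). It was also lost without TO1000 replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.0621). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.00934 to 0.770, the latter by glmTreat. Against cabbage COL1 was lost without cabbage replicate 1 (log2 fold change -1.02) and without kale replicate 2 (log2 fold change -0.96). Over the alternatives its Benjamini-Hochberg adjusted p there ranged from 0.00304 to 0.350, the latter by glmTreat. AGL19 (Bo7g108360) did not reach the count filter, with 23 counts in kale (1.19 ± 0.898 CPM, SD, n = 3), 4 in TO1000 and 0 in cabbage, at least 3.93-fold lower, and was called higher in kale only with no count filter.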

Floral transition is a major development switch controlled by regulatory pathways, integrating endogenous and environmental cues (Koornneef et al., 2004). We suggest that during kale domestication, delaying of flowering time was necessary to maintain leaf production as the main consumable. Four main regulatory pathways directly or indirectly involved in flowering time have been described in *A. thaliana*: photoperiodic, autonomous, vernalization, and gibberellin (Okazaki et al., 2007). The central integrator of flowering signals is the flowering locus C (*FLC*) that encodes a transcription factor of the MADS box family. While *A. thaliana* contains only one *FLC* gene, five copies have been described for *B. oleracea* (Okazaki et al., 2007). We found two copies of this gene being differentially expressed in kale. One was upregulated (Bo9g173370) and, together with Agamous-like MADS-box protein *AGL27/MAF1* (Bo3g100570), has been proposed as floral repressors (Ratcliffe et al., 2001; Table 1 and Figure 5A). A second copy of the *FLC* (Bo3g024250) gene was found to be shared by the three morphotypes kale, cabbage, and TO1000 (Table 1).

Pathways to domestication in kale may involve selection of plants with alterations of phytochemical concentrations (Hahn et al., 2016). Cole crops herbivore defense involves secondary metabolites (e.g., glucosinolates) and physical plant traits (e.g., waxes) that influence the feeding patterns of arthropod herbivores (Carmona et al., 2011). Glucosinolates are the main class of secondary metabolites found in cruciferous crops. They generally appear to be constitutively synthesized at rather low concentrations, but their synthesis is induced by herbivores through jasmonate and other signaling pathways. Cole crops have a two-part defense system involving glucosinolate compounds and a myrosinase protein complex. A series of copies of the Myrosinase enzyme *TGG1* were differentially expressed and upregulated in kale (Bo00934s010, Bo2g155820, Bo2g155840, Bo2g155870, Bo8g039420) (Zheng et al., 2011). This enzyme breaks down glucosinolates into toxins (isothiocyanates, thiocynates, nitriles, and epithionitriles) upon leaf tissue damage. Therefore, glucosinolates may act as a potent feeding deterrent for generalist insect species, as their toxicity causes developmental and fitness damage (Santolamazza-Carbone et al., 2014; Yi et al., 2015). Gene Ontology terms related to glucosinolates and response to herbivores were also found to be enriched in our analysis specifically in the comparison between kale vs. cabbage terms. We proposed that persistence of pungency and bitterness would have reduced competition from mammals as well as loss to pests, during cultivation and storage.

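VTC5 (Bo2g041230) had 16.7 ± 3.80 CPM in kale (SD, n = 3), 0.473 ± 0.332 in TO1000 (SD, n = 3) and 0 counts in cabbage. Its log2 fold change between kale and TO1000 was 5.03 (standard error 0.40), and kale was at least 47.2-fold above cabbage (edgeR, Benjamini-Hochberg adjusted p = 1.79e-07 and 8.56e-07). TO1000 was at least 1.42-fold above cabbage if its 10 counts are taken as exact. The comparison of cabbage with TO1000 was called as well (edgeR, Benjamini-Hochberg adjusted p = 0.0445). This last call was lost under 8 of 18 alternatives.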

Several genes were identified to be related to the nutritional content in kale, for example, precursors and enzymes related to vitamin C; GDP-L-galactose phosphorylase 2 *VTC5* was upregulated in kale (Bo2g041230) (Duan et al., 2016), and several copies of L-ascorbate oxidase (*ASO*) (Ascorbase) (EC 1.10.3.3) and *AAO* (Bo2g165650, Bo9g150050, Bo7g118970) (Fujiwara et al., 2016) were downregulated. In addition, DEG was the precursor of the vitamin B1 phosphomethylpyrimidine synthase chloroplastic (EC 4.1.99.17) *THIC* (Bo4g061330) (Wachter et al., 2007). 

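THIC (Bo4g061330) averaged 772 ± 110.5 CPM in kale (SD, n = 3), 260.5 ± 18.2 in cabbage (SD, n = 2) and 243 ± 2.69 in TO1000 (SD, n = 3). It was higher in kale by a log2 fold change of 1.67 (standard error 0.18) against TO1000 and 1.57 (standard error 0.21) against cabbage, with edgeR Benjamini-Hochberg adjusted p values of 2.45e-06 and 2.09e-05. Every alternative called it in both comparisons.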

The RuBisCO large subunit-binding protein subunit alpha chloroplastic (60 kDa chaperonin subunit alpha (Bo04491s010) and large subunit-binding protein subunit beta chloroplastic (60 kDa chaperonin subunit beta) (Bo6g034560) were upregulated in kale (Edelman and Colt, 2016). 

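The alpha subunit gene CPN60A (Bo04491s010) was counted at 3.86 ± 1.39 CPM in kale (SD, n = 3), 13.0 ± 2.00 in cabbage (SD, n = 2) and 10.2 ± 0.479 in TO1000 (SD, n = 3). Kale minus TO1000 was -1.34 (standard error 0.26) and kale minus cabbage -1.72 (standard error 0.29) on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 7.92e-04 and 2.39e-04). The beta subunit gene CPN60B (Bo6g034560) was at 10.3 ± 2.85 CPM in kale (SD, n = 3), 1.38 ± 0.417 in cabbage (SD, n = 2) and 0.697 ± 0.355 in TO1000 (SD, n = 3). CPN60B had log2 fold changes of 3.87 (standard error 0.40) and 2.81 (standard error 0.45), with edgeR Benjamini-Hochberg adjusted p values of 1.58e-06 and 1.45e-04. The call of CPN60A against TO1000 was lost by glmTreat.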

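FD1 (Bo8g059760) averaged 8.77 ± 0.567 CPM in kale (SD, n = 3), 35.8 ± 2.68 in cabbage (SD, n = 2) and 18.5 ± 2.87 in TO1000 (SD, n = 3). It was lower in kale by a log2 fold change of -1.07 (standard error 0.19) against TO1000 and -2.01 (standard error 0.21) against cabbage, and cabbage was higher than TO1000 by 0.94 (standard error 0.20), inside the fold threshold. The adjusted p values were 3.84e-04, 1.70e-06 and 0.00127 (edgeR, Benjamini-Hochberg). The value against TO1000 was -0.95 without TO1000 replicate 2 and -0.98 in thinned counts, and glmTreat did not call it. Cabbage and TO1000 were past both thresholds in thinned counts, without cabbage replicate 2 and without TO1000 replicate 2.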

Differentially expressed genes found in the three morphotypes included Ferredoxin-1 chloroplastic (AtFd1) *LSC30* (Bo8g059760) (Table 1 and Figure 5B).

## Conclusion

This study provided leaf developmental analysis and transcriptomics for *B. oleracea* morphotypes kale, cabbage, and TO1000, three economically important Cole crops with distinct plant morphologies and domestication syndromes. RNA-seq experiments allowed the discovery of novel candidate genes proposed to be involved in domestication syndromes. We identified DEG in *B. oleracea* that are different for each vegetative morphotypes cabbage and kale, compared to the “rapid-cycling” morphotype TO1000, and estimated the contribution of morphotype-specific gene expression patterns that set kale apart. We propose that during kale domestication, farmers could have been selecting for different vernalization times, different taste, resistance to herbivores, or flower at different times during development. The DEG we identified provides candidates for further testing the molecular basis for all of these traits.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

TA co-developed questions and framework, obtained funding, made collections, performed microscopy analysis, growth chamber experiments, and lab work including library sequencing preparation, performed analyses, and wrote manuscript. CN performed analyses, performed lab work, and wrote and edited manuscript. PM co-developed questions and framework, provided funding, and mentored students. JP co-developed questions and framework, provided funding, and mentored students. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

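RNA sequencing counts of 8 libraries were used, 3 of lobed kale, 2 of cabbage and 3 of TO1000, from the upper stem of plants 24 days after planting, with 8 plants pooled per library. Libraries were mapped to morphotypes by their titles, which number the replicates, and all of them were used. The deposited labels call the kale var. viridis and the cabbage var. sabadua, while the paper calls them var. acephala Red Winter and var. capitata; the paper's names are used here, and the files do not settle which lines were sequenced. The paper states that another cabbage replicate gave few reads of low quality, and it is not among the files. The authors trimmed single-end reads with Cutadapt, mapped them to the TO1000 genome with STAR in 2 passes and deposited the read counts that STAR gave per gene, without normalization. The values are whole numbers with a different total in each library, the form that unnormalized counts take. The paper states that cDNA was made from polyadenylated RNA without DNase treatment, was amplified by PCR and, in its words, normalized, and it names no molecular identifiers, so PCR copies of a molecule cannot be told from separate molecules. It also states that the replicates of a morphotype carried different adapters on a single lane, and elsewhere that they filled part of a lane, which would let all morphotypes share it; whether they did is not settled by these statements.

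Counts on genes ranged from 3016197 in cabbage replicate 1 to 7539991 in kale replicate 1, with medians of 6450221 for kale, 6349316 for TO1000 and 4371452.5 for cabbage. The 100 most counted genes held 21.5% of the counts in TO1000 replicate 1 and 35.5% in kale replicate 2, the extremes among the libraries. The most counted gene, Bo4g182560, held 3.50% in kale replicate 2. TMM factors lay between 0.868 and 1.20. At this depth a gene with 0 counts over the 5 cabbage and TO1000 libraries may hold up to 0.103 CPM there, with 3 counts over the group as the upper limit of a count of 0.

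Differential expression was computed in R 4.3.3 with edgeR 4.0.16, using filterByExpr with its minimum count of 10 and minimum total of 15, TMM factors and a quasi-likelihood fit of all 8 libraries with morphotype as the only term. Each of the 3 pairwise comparisons was tested two-sided over the same 28126 genes, and p values were adjusted together by the Benjamini-Hochberg method. A gene was called at an FDR under 0.05 and a log2 fold change beyond 1 in either direction. Standard errors were derived from the log2 fold change and the F statistic. Overlaps were counted whatever the direction, and the genes changed in the same direction were counted beside them. Grouping of the libraries was tested by an exact permutation test over every division into groups of 3, 3 and 2, one-sided. Genes counted in one morphotype only, and genes silent in one morphotype only, were counted without a test after all libraries were thinned to 3016197 counts, with at least 10 counts per library where a gene was counted. The whole procedure was tested on simulated counts with known changes, and the overlap of the kale comparisons was simulated because both use the same kale libraries. When cabbage was the morphotype with 200 genes changed, by the same amount as in kale, 72.5% were recovered between kale and cabbage. Between cabbage and TO1000 69.0% were recovered, and the false calls were 12 and 9.

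The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no count filter, a mean of at least 10 counts, FDR within each comparison, glmTreat against a 2-fold change, FDR alone, 2 morphotypes per fit, replicate number as a block, thinning to the smallest library, and leaving out each library in turn. For the grouping, variance-stabilised counts, the 500 most variable genes, Spearman correlation and thinned counts were used, and for the genes of one morphotype only, at least 5 or at least 20 counts. All these choices were made before the data were examined. Where a range of the adjusted p of a gene is given over the alternatives, it pools edgeR, DESeq2 and glmTreat. Since glmTreat tests against a 2-fold change, its p is larger and can set the upper end. After the data were seen, DESeq2 with its own independent filtering and up to 2 counts in the libraries of the other morphotypes were added. That DESeq2 run also took FDR within each comparison.

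The genes named are every gene that the paper names with an identifier in its Results, Discussion or Table 1 and every identifier printed in Figure 5, the 3 genes higher and the 3 lower in kale with the largest changes in both comparisons, the most abundant gene counted only in each morphotype, and the 3 most abundant genes of all. This rule was written with the paper's tables in view, so the paper's values for its own genes had been seen. Gene names are those of the paper, because none of the identifiers appears in the available table of RefSeq genes. Subgenome assignment, GO and KEGG enrichment, counts of transcription factors, sequence variants and microscopy were not analysed here, since the files hold only counts by gene identifier, and sets of genes by function or of KNOX genes could not be built for the same reason.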

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

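The comparison of TO1000 with kale in genes counted in one morphotype only was planned; the tests of library depth, low-level counts, cabbage mapping and absent kale sequence, and the counts of silent genes, were chosen after the results were seen.

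In libraries thinned to equal depth, 45 genes had at least 10 counts in each kale library and 0 in every cabbage and TO1000 library, a signal in genes that the paper does not discuss, above the limit that a count of 0 allows. Their median in kale was 8.98 CPM (4.51 to 85.6), and the paper names none of them. The same count gave 50 genes for TO1000 and 5 for cabbage. With 2 libraries per morphotype, the means over all choices of libraries were 70.2 genes for TO1000 (62 to 86), 70.1 for kale (62 to 83) and 10.4 for cabbage (5 to 17). If kale and cabbage reads mapped less well to the TO1000 reference, TO1000 would have more such genes than either. The ratio of TO1000 to cabbage was 6.72, as this predicts, and that of TO1000 to kale was 1.00, which it does not predict, so the numbers as a whole do not decide. Poorer mapping of kale reads would take genes away from the kale number and would not add the 45 genes counted there, while poorer mapping of cabbage reads stays open as a source of the difference between TO1000 and cabbage. At full depth 27 of the 45 genes still had 0 counts in the 5 other libraries, which argues against library depth for these 27. The others had some counts in those libraries at full depth, so their 0 counts came from thinning. A difference between the kale line and the other lines stays open and untested, because each morphotype is represented by one line. Reads of a kale paralog that is missing from the reference could also be counted on these genes, and the files hold no reads with which to test it.

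There were 46 genes with the reverse pattern, at least 10 counts in each cabbage and TO1000 library and 0 in every kale library, and the paper names none of them. They were singled out as a signal absent from one morphotype in genes that the paper does not discuss. At full depth 25 of them still had 0 counts in kale, which argues against library depth for these 25. With 2 libraries per morphotype, the mean number of silent genes was 65.6 for kale (61 to 71), 39.1 for TO1000 (34 to 46) and 45.9 for cabbage (45 to 47). A candidate explanation is that the kale line lacks these genes or differs from the TO1000 sequence in them, since TO1000 is the reference itself. The ratio of kale to TO1000 was 1.68 with 0 counts allowed in the silent libraries and 1.41 with up to 2, so the excess shrinks when a few counts are allowed. Absent or diverged sequence cannot be told apart from low expression in kale, because neither the reads nor the kale genome are among the files.

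Fewer genes were counted only in cabbage, by a ratio of kale to cabbage of 6.71 at equal numbers of libraries. Low-level counts in the other libraries could remove genes from the cabbage number, and with up to 2 counts allowed there the ratio fell to 3.76, which argues against low-level counts as the whole cause. Poorer mapping of cabbage reads would leave more genes silent only in cabbage than only in kale, but that ratio was 0.70, which argues against it as the reason that cabbage lies below kale. A difference between lines stays open and was not tested.

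For each morphotype, the most abundant gene counted only there is outside those that the paper discusses and was singled out for the same reason. In kale it was Bo6g040070, at 85.6 ± 23.6 CPM (SD, n = 3), with 1418 counts over the 3 libraries. In TO1000 it was the noncoding feature ENSRNA049449022, at 38.4 ± 3.03 CPM (SD, n = 3), with 782 counts. In cabbage it was Bo5g025690, at 9.92 ± 3.37 CPM (SD, n = 2), with 79 counts. All had 0 counts in every library of the other morphotypes at full depth.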

How the results depend on the processing

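DESeq2 with its own independent filtering, and up to 2 counts in the libraries of the other morphotypes, were chosen after the data were seen.

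As a ratio, the counts of called genes in the 3 comparisons changed most with glmTreat, which by its construction asks for more evidence than a threshold set on the fitted fold. By glmTreat the genes called numbered 4277 between kale and TO1000, 3360 between kale and cabbage and 3519 between cabbage and TO1000. Between kale and TO1000, 2339 of them were higher and 1938 lower in kale. It gave 1738 genes shared by both kale comparisons, 1520 only in the kale comparisons, 218 in all 3 comparisons and 37 genes of Table 1 by either criterion. With FDR alone, which drops the fold threshold, there were 12001 genes between kale and TO1000, in number a larger move than with glmTreat, 5885 shared, 3945 only in the kale comparisons and 1940 in all 3. Genes called in all 3 comparisons numbered 554 with DESeq2 and 653 with 2 morphotypes per fit. They numbered 632 with DESeq2 and independent filtering, where FDR was taken within each comparison. The cause of these lower numbers was not tested. RLE and upper-quartile factors, the other count filters, FDR within each comparison, the replicate block and thinned counts kept every one of these counts within 1.5 times the reported one.

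Which genes were called also changed. With DESeq2, 80.9% of the genes called between kale and TO1000 were also called, 76.9% of those between kale and cabbage and 75.5% of those between cabbage and TO1000. Without cabbage replicate 2, which leaves a lone cabbage library, smaller shares were kept in both comparisons with cabbage. The fold of 4 genes called between kale and cabbage then had the opposite sign, as did that of 9 genes called between cabbage and TO1000. These are changes of sign, counted whether or not the gene was called there.

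With each library left out in turn, the counts lay between 6952 and 8132 for kale and TO1000, 5430 and 7247 for kale and cabbage, and 5035 and 7605 for cabbage and TO1000. Shared genes lay between 2687 and 3596, genes only in the kale comparisons between 2192 and 2633, and genes of Table 1 called in both kale comparisons, or in all 3 for the headings of all morphotypes, between 46 and 63. Genes of Table 1 called as headed lay between 44 and 61. Genes in all 3 comparisons ranged from 495, without cabbage replicate 2, to 981. A lone cabbage library is assumed to vary like the other morphotypes.

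Over 215 results of single named genes, 3764 values under an alternative kept the direction and the side of the threshold, 186 lost the call, 28 gained one and 24 changed direction. The 24 were all results that were not called and whose counts are low or whose value is near 0. AP1 between cabbage and TO1000 went from 0.18 to between -2.46 and 0.68 with a library left out, fitted values that depend on the prior count, with -2.46 without cabbage replicate 2 and -0.27 without TO1000 replicate 1. BLH3 in the same comparison lay between -0.31 and 0.0495, with a positive sign without cabbage replicate 2 (0.02) and without TO1000 replicate 1. FER3 between kale and cabbage lay between -0.39, without kale replicate 1, and 0.23, and was -0.10 without cabbage replicate 1, -0.0105 with no count filter and -0.0038 with a mean of at least 10 counts. ASL6 between cabbage and TO1000, 0.0131 as reported, was -0.0217 with DESeq2, -0.0124 with RLE and -0.0501 with upper-quartile factors, -0.0170 with 2 morphotypes per fit and -0.0759 with the replicate block, and lay between -0.31 and 0.24 with a library left out. GL2 in that comparison (-1.35) lay between -5.02 and 0.19, the latter without cabbage replicate 2. AGL70 there (0.25) was -0.18 with the replicate block and lay between -0.12, without TO1000 replicate 3, and 0.63. MYB96 Bo6g118860 (0.22) was -0.22 in thinned counts and lay between -0.0035, without TO1000 replicate 2, and 0.45. For 5 of the 6 genes of the kale headings that were called between cabbage and TO1000, the call was lost under 12 of 18 alternatives (AGL69), 11 of 19 alternatives (ELF3), 10 of 19 alternatives (SOC1 Bo4g024850), 8 of 18 alternatives (VTC5) and 5 of 19 alternatives (IGMT1 Bo2g092680). The alternatives were run on cabbage and TO1000 only for genes whose result there the text states. Lost calls were most frequent with glmTreat (58), without cabbage replicate 2 (28) and with DESeq2 (20).

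The numbers of genes counted in one morphotype only moved with the count minimum, as a count of genes past a minimum must. With at least 5 counts they were 100 for TO1000, 90 for kale and 12 for cabbage, and with at least 20 counts 16, 20 and 2. With up to 2 counts allowed in the other libraries they were 170, 191 and 48.

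The ratio of distances between and within morphotypes was 2.01 on variance-stabilised counts, 5.32 with Spearman correlation and 2.26 in thinned counts, each with an exact permutation p of 0.00357. The replicate numbers do not pair the libraries across morphotypes, since the residuals of libraries with one number correlated between -0.12 and 0.20, and the block was used as an alternative only. Depth limits the results most for cabbage, whose smaller library set the total for thinning, and thinned counts gave 6119, 5898 and 5924 called genes in the 3 comparisons.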

Differences from the paper's values

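The alternatives named in this part were set before the data were examined, except DESeq2 with its own filtering, and the count of Table 1 genes headed as kale only that do not differ between cabbage and TO1000 was added afterwards.

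None of the 12 numbers of DEGs that the paper's text states for the comparisons and their overlaps differed from the number reported here by more than 1.5 times, though under some alternatives several did. The paper's reported numbers are 8854 between kale and TO1000, where 7791 were found, 8037 between kale and cabbage, where 7232 were found, and 8189 between cabbage and TO1000, where 7380 were found. For genes shared by both kale comparisons the paper's reported number is 3958, against 3611, and for genes in all 3 comparisons 998, against 1009. With DESeq2, the tool of the study, run over all genes without its independent filtering, 554 genes were called in all 3 comparisons against the paper's 998, and 3147 were lower in cabbage than in TO1000 against the paper's 4783. With DESeq2's own filtering, chosen after the values were seen, FDR was taken within each comparison, while the paper adjusted over the combined table. These numbers were then 632 and 3555, and the comparisons gave 7325, 6255 and 6319 genes. Of the Table 1 genes, 62 were called in both kale comparisons, or in all 3 for the headings of all morphotypes. Without cabbage replicate 2 there were 495 in all 3 comparisons and 5035 between cabbage and TO1000, 2564 of them lower in cabbage, and 3015 genes higher in kale than in cabbage against the paper's 4704. Genes in all 3 comparisons also differed with 2 morphotypes per fit (653) and FDR alone (1940), and with FDR alone 5283 genes were higher in cabbage than in TO1000 against the paper's 3406. By glmTreat all 12 numbers were lower than the paper's by more than 1.5 times.

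Of the 75 genes of Table 1, 64 were called in both kale comparisons, or in all 3 where the heading names all morphotypes, and 58 when genes headed as kale only must also not differ between cabbage and TO1000. The paper gives GRF3 and GRF4 as lower in kale; GRF3 against TO1000 (-0.89) and GRF4 against cabbage (-0.96) had the stated direction without passing the fold threshold. Both were called as stated with FDR alone and in thinned counts, and GRF3 also without TO1000 replicate 1. Figure 5 includes ABP1 among the changed genes, and its log2 fold change against TO1000 of -1.00 was just under the threshold; it was called with DESeq2, RLE or upper-quartile factors, no count filter, a mean of at least 10 counts, FDR alone and thinned counts, and without kale replicate 3, TO1000 replicate 1 or TO1000 replicate 3. TCP18, MYB80, XIK, AGL19 and the WRKY44 copy Bo4g030720 had too few counts to be tested, and with no count filter all 5 were called as stated. DESeq2 tested all 5 and called WRKY44 as stated; it did not call TCP18 (adjusted p = 0.0743), MYB80 (0.0728) and XIK (0.109) against cabbage, or AGL19 against TO1000 (0.284) and cabbage (0.100). MYB80 and this WRKY44 copy were also called without cabbage replicate 1, and XIK without TO1000 replicate 1; without cabbage replicate 2 none of the 5 was called as stated.

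The paper states that bHLH64 was lower in kale, and it was higher here (2.31 against TO1000 and 2.18 against cabbage). EGL3, which the paper's Discussion gives as higher in kale, was lower (-2.11 and -1.88). ASL6 is lower in kale in the paper's Results and higher in its Discussion, and was lower here (-1.88 and -1.89). CPN60A (Bo04491s010), which the paper gives as higher in kale, was lower (-1.34 and -1.72), while CPN60B was higher, as the paper states (3.87 and 2.81). No alternative changed the direction of these 5 genes. The paper places TRY above EGL3, GL1 and GL2 in its increase in kale. TRY had the highest level in kale of these genes, but its log2 fold changes of 1.17 and 1.15 were smaller than that of GL2 against TO1000 (3.97), and its fold lay below the counting intervals of GL1 in both kale comparisons.

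SPL3, AP1, BLH3 and FER3 are given as changed in all 3 comparisons. Between cabbage and TO1000, SPL3 (-0.56), AP1 (0.18) and BLH3 (-0.18) were not called, and FER3 was not called between kale and cabbage (0.00), and no alternative called any of the 4 in all 3 comparisons. FD1, which the paper gives as changed in the 3 morphotypes, was 0.94 between cabbage and TO1000, inside the fold threshold; it was called in all 3 comparisons with FDR alone and without cabbage replicate 2. For AGL69, FLC (Bo3g024250), SOC1 (Bo4g024850), ELF3, IGMT1 (Bo2g092680) and VTC5, which Table 1 lists as changed only in kale, the comparison of cabbage with TO1000 was called as well, and only that of FLC was kept by every alternative. The paper's text also gives Bo4g024850, Bo3g100540 and FLC (Bo3g024250) as shared by the 3 morphotypes, where they were found here; the first of them and Bo3g100540 lost the call between cabbage and TO1000 under many alternatives. The paper calls AGL12, AGL70, AGL27 and MYB96 exclusively expressed in kale, with reference to its Venn diagram, and gives AGL12 and AGL70 as downregulated. All of them were called here in both kale comparisons and not between cabbage and TO1000. All had counts in all 3 morphotypes. The paper reports no KNOXI overexpression and no differentially expressed KNOX genes. KNAT7, which Figure 5 itself names and whose class is not given there, was lower in kale (-1.17 and -1.36). A lower level is not overexpression.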

Other observations

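The divisions of the libraries were planned, and all tests of the numbers of genes counted at equal depth were chosen after the result was seen.

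Among the 10 ways of dividing the kale and TO1000 libraries into groups of 3 and 3, 1, the real one, gave as many called genes, and the largest number from another was 2. By these divisions alone chance cannot be excluded, because no share under 0.05 can be reached with 10 divisions. In the 10 simulations with no difference between morphotypes, 0 to 10 genes were called between kale and TO1000 (mean 2.8). Set beside the 7791 genes called in the data, this argues against chance for that comparison. For the 3611 genes shared by both kale comparisons, 100 of the 280 divisions of all libraries were tried, and in each of the others the larger of the overlaps around its groups of 3 was counted. Of the 100, 1, the real one, gave as many genes, and the largest number from another was 2012. This argues against a chance division of the libraries as the source of that number. It does not show that kale shares more genes than another morphotype, since the real division gave 3694 around TO1000.

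Kale replicate 3 and TO1000 replicates 2 and 3 counted more genes than the other 5 libraries when all were thinned to one total, 38971 to 39774 genes against 31271 to 35555. A few genes taking most of the counts would lower the number of genes in the other libraries, but TO1000 replicates 2 and 3 held at least 24.7% of their counts in the 100 most counted genes, against 21.5% in TO1000 replicate 1, which argues against it. On genes with at most 1 count in each other library, the 3 libraries had 927 to 1131 CPM, against 247 to 419.5 in the other 5, so reads carried over from the other 7 libraries are argued against; libraries that are not among the files were not tested. Genomic DNA carried into the RNA is a candidate explanation, since the paper states that DNase was not used. On genes silent in the other 6 libraries, the odds ratio of detection in kale replicate 3 and TO1000 replicate 3 was 2.32, inside the 1.99 to 18.2 found among pairs of the other 5 libraries, and without gene lengths, strands or intergenic counts genomic DNA cannot be told apart from weak transcription. RNA of another tissue could bring genes that are abundant there, but the largest count on genes with at most 1 count in each other library was 16 in the 3 libraries, too few to decide. The pattern divides replicates of both kale and TO1000, so the morphotype gives no biological explanation of it, and none was tested.

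The genes with the largest changes in both kale comparisons were absent from the counts of one side. Bo6g040070 was at least 568-fold higher in kale than in TO1000 and at least 242-fold higher than in cabbage. Bo1g144080, at 41.2 ± 7.82 CPM in kale (SD, n = 3), was at least 288-fold and 123-fold higher, and Bo7g106900, at 27.0 ± 3.78 CPM (SD, n = 3), at least 189-fold and 80.5-fold. Their adjusted p values were 2.12e-09 and 2.84e-08 for Bo6g040070, 3.44e-09 and 5.42e-08 for Bo1g144080, and 7.91e-09 and 1.35e-07 for Bo7g106900 (edgeR, Benjamini-Hochberg). With 0 counts in kale, Bo5g048960 was at least 93.8-fold lower than in TO1000 (16.6 ± 2.91 CPM, SD, n = 3) and at least 144-fold lower than in cabbage (25.6 ± 1.15 CPM, SD, n = 2). Bo3g151330 was at least 109.9-fold and 67.0-fold lower, from 19.3 ± 3.21 CPM in TO1000 (SD, n = 3) and 11.5 ± 0.972 in cabbage (SD, n = 2). Bo9g120400 was at least 70.0-fold and 56.6-fold lower, from 12.4 ± 2.56 CPM in TO1000 (SD, n = 3) and 10.3 ± 1.30 in cabbage (SD, n = 2). The edgeR Benjamini-Hochberg adjusted p values were 1.39e-08 and 7.14e-09 for Bo5g048960, 1.11e-08 and 1.08e-07 for Bo3g151330, and 8.01e-08 and 3.09e-07 for Bo9g120400.

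The most abundant genes over all libraries were Bo4g182560, Bo4g137200 and Bo3g146480, which the paper does not name. Bo4g182560 averaged 30393 ± 11116 CPM in kale (SD, n = 3), 18346 ± 8237 in cabbage (SD, n = 2) and 10535 ± 1642 in TO1000 (SD, n = 3), with log2 fold changes of 1.53 (standard error 0.31) against TO1000 and 0.73 (standard error 0.35) against cabbage. Bo4g137200 averaged 26763 ± 9818, 12705 ± 3514 and 15242 ± 914 CPM in the same order (SD, n = 3, 2 and 3), with log2 fold changes of 0.81 (standard error 0.28) and 1.07 (standard error 0.33). Bo3g146480 averaged 18839 ± 7321, 9548 ± 6238 and 5878 ± 817 CPM (SD, n = 3, 2 and 3), with log2 fold changes of 1.68 (standard error 0.35) and 0.98 (standard error 0.40). Against TO1000 and cabbage the adjusted p values (edgeR, Benjamini-Hochberg) were 0.00113 and 0.108 for Bo4g182560, 0.0313 and 0.0152 for Bo4g137200, and 0.00140 and 0.0596 for Bo3g146480. Against cabbage, Bo4g182560 was called without cabbage replicate 1 (log2 fold change 1.27), and Bo3g146480 without cabbage replicate 1 (1.86) or kale replicate 1 (also 1.27). Bo4g137200 was called against TO1000 without kale replicate 1 (1.05) and with FDR alone, and was lost against cabbage without cabbage replicate 2 (0.82) and without kale replicate 2 (0.85), by glmTreat, with 2 morphotypes per fit and with the replicate block. By glmTreat neither Bo4g182560 nor Bo3g146480 was called against TO1000.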
